# Mating alters gene expression patterns in *Drosophila melanogaster *male heads

**DOI:** 10.1186/1471-2164-11-558

**Published:** 2010-10-11

**Authors:** Lisa L Ellis, Ginger E Carney

## Abstract

**Background:**

Behavior is a complex process resulting from the integration of genetic and environmental information. *Drosophila melanogaster *rely on multiple sensory modalities for reproductive success, and mating causes physiological changes in both sexes that affect reproductive output or behavior. Some of these effects are likely mediated by changes in gene expression. Courtship and mating alter female transcript profiles, but it is not known how mating affects male gene expression.

**Results:**

We used *Drosophila *genome arrays to identify changes in gene expression profiles that occur in mated male heads. Forty-seven genes differed between mated and control heads 2 hrs post mating. Many mating-responsive genes are highly expressed in non-neural head tissues, including an adipose tissue called the fat body. One fat body-enriched gene, *female-specific independent of transformer *(*fit*), is a downstream target of the somatic sex-determination hierarchy, a genetic pathway that regulates *Drosophila* reproductive behaviors as well as expression of some fat-expressed genes; three other mating-responsive loci are also downstream components of this pathway. Another mating-responsive gene expressed in fat, *Juvenile hormone esterase *(*Jhe*), is necessary for robust male courtship behavior and mating success.

**Conclusions:**

Our study demonstrates that mating causes changes in male head gene expression profiles and supports an increasing body of work implicating adipose signaling in behavior modulation. Since several mating-induced genes are sex-determination hierarchy target genes, additional mating-responsive loci may be downstream components of this pathway as well.

## Background

Behavior involves the perception and processing of sensory information into a signaling cascade that mediates physiological and motor outputs. This complex process is influenced by an organism's environment, genetic make-up and nervous system function. Social interactions influence an organism's behavior [1-5], and these behavioral changes are associated with alterations in morphology [6-9] and gene expression [6,10-17]. However, the mechanisms mediating the changes are unclear. As we work to understand responses to behavior at the transcript level, we can clarify the regulatory and intracellular processes governing nervous system function and behavior.

Therefore, we are studying reproductive behaviors in the genetically tractable *Drosophila melanogaster*, which exhibit stereotypical mating behaviors [reviewed in [18,19]] regulated by genetics [reviewed in [20,21]] and social interactions [[1,22,23]; reviewed in [19,24,25]]. The sex-determination gene hierarchy is the major regulator of *Drosophila *reproduction [reviewed in [26,27]]. Components of this pathway affect sexually dimorphic development, including the neural circuitries necessary for sex-specific courtship behaviors [28-32]. However, the behavioral functions of only a few of the downstream target genes of the hierarchy are known [33-43].

Although the potential for performing courtship behavior is under genetic control, experience with other individuals alters behavior, particularly in the context of courtship learning [19,24,25]. During courtship and mating, the male is inundated with sensory information that must be interpreted so that the appropriate signals are sent throughout the body for a successful mating. Therefore, it is reasonable to expect that a more experienced male would be better at performing some aspect of courtship to improve his mating success. In support of this idea, *Drosophila *males experienced at courting females initiate courtship toward novel, receptive females more quickly than do inexperienced males [44,45]. In a natural setting where many flies are competing for mates, rapid courtship initiation may give an experienced male a competitive advantage that increases his mating success. Simply observing courtship and mating behavior of other flies is not sufficient to decrease the male's own mating latency, indicating that this learning behavior requires active participation [45]. It is possible that changes in courting and mated male gene expression underlie this decreased courtship latency in subsequent interactions.

By combining behavioral assays with microarray technology, it is possible to assess behaviorally-responsive gene expression changes on a genome-wide scale [12,22,46-51] to find loci regulating or regulated by behavior, including sex-determination hierarchy target genes. Prior work in our lab demonstrated that males rapidly alter gene expression at the whole-animal level during courtship [12,22]. Next, we focused on changes occurring in the male head as a result of mating since these changes likely affect function of the nervous system and other reproductively important tissues to promote reproductive success. Our study demonstrates that courtship culminating in mating affects gene expression patterns in male heads and that many of the gene products are expressed in non-neural adipose tissue that may play an important modulatory role in neural function and behavior.

## Results and Discussion

### Mating causes expression changes in male heads

Gene expression levels change rapidly as males court females [12,22]. To determine the effects of courtship culminating in mating on male gene expression, we compared transcriptional profiles of males that mated with a female to those that were not presented with a female (control). 

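Head RNA from 15 pools, each of 30 males that were 5 days old, was hybridized to 15 arrays. Of these, 5 came from males collected 2 hrs after mating, 5 from control males kept without a female, and 5 from courted males, which had been placed with a cauterized virgin female. The number of arrays limits the precision. The authors derived intensities from each array with 5 algorithms (dChip PM, dChip PM-MM, MAS5.0, GC-RMA in R/Bioconductor and GC-RMA in GeneSpring), and the 5 versions of an array were counted as 1 replicate. The median MAS5.0 intensity of an array was 53.5 (range 51.4 to 64.5) in control male heads, 52.3 (43.1 to 61.3) in courted male heads and 54.3 (50.3 to 59.7) in mated male heads.

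The GeneSpring GC-RMA values had no entry for 1 probe set, and the 15860 entries after it, 83.7% of that data set, stood 1 place below the probe set to which they belong. Across arrays, these entries had a median correlation of -0.00483 with the R/Bioconductor GC-RMA values of the same place and of 0.796 after they were moved up by 1 place. The moved values were used. A probe set was kept in a data set when its mean over the arrays compared was above 50 (dChip) or 100 (the other algorithms). The log2 intensities were then averaged over the data sets in which it was kept, for probe sets kept in at least 3 of the 5. This left 8540 probe sets for mated against control male heads, of which 966 carry several gene names or none. These were tested too and counted as 1 gene each, which with 7105 named genes makes 8071. Control and mated arrays of the same number were compared as pairs, as the methods describe, by limma with the pair as a block. After the mean of each group was subtracted, the mated and control arrays of pairs 1 to 4 had correlations of 0.36, 0.50, 0.46 and 0.46 across probe sets, and those of pair 5 had 0.10. Genes that the paper names carry the paper's names, and the other gene names are those of the reference annotation used here.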

Labeled samples from control and treatment groups were hybridized to *Drosophila *Genome 2.0 Arrays (Affymetrix, Santa Clara, CA, USA), which are based on the Flybase 3.1 annotation, targeting nearly 18,500 transcripts.

In the current study we focused on head expression, rather than whole body expression [12,22], to identify gene expression changes in the nervous system and other tissues within the head (such as sensory systems and fat body) that likely modulate reproduction. We isolated male heads (rather than dissecting out the brains) since accumulating evidence from our lab [[12,22]; L.L. Ellis and G.E. Carney, unpublished results] as well as from other published studies [[37,39,40,43]; reviewed in [52]] indicates that head tissues, such as the fat body surrounding the brain (Fig. 1), likely also have important modulatory functions in behavior. To have the potential to identify gene expression changes in these tissues as well, we elected to assay the entire male head for alterations in gene expression patterns in response to mating.

**Figure 1:**
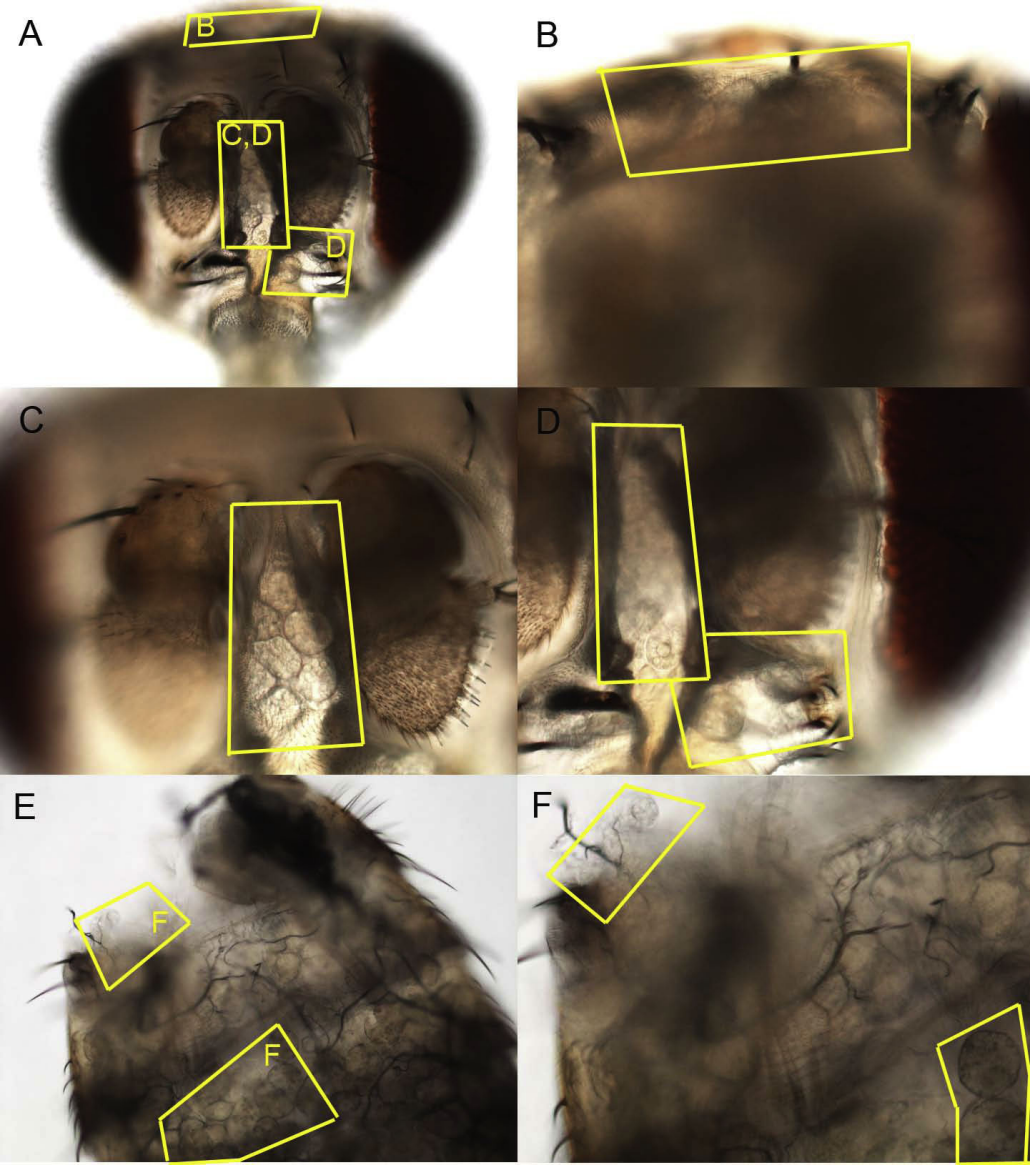
**Fat body tissue in the adult male**. Low magnification image (10×) from the front of an adult male head (A) or dorsal abdominal cuticle (E). Boxed areas indicate adipose tissue magnified at 20× in 3 areas of the head (B-D) and 2 areas along the abdominal cuticle (F).

We used five algorithms to extract expression values from each array and performed paired *t*-test comparisons between the expression values derived from mated male head arrays and control male head arrays. 

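The 10 genes with the lowest p between mated and control male heads differed in the same direction in all 5 pairs, and none of them passed the threshold. The log2 fold changes of 5 of them were positive in mated male heads: 0.88 (SE 0.11) for *Jhe*, an esterase that breaks down juvenile hormone, 0.50 (SE 0.06) for *CG5618*, a dipeptidyl peptidase, 0.46 (SE 0.06) for *bgm*, an enzyme that activates long-chain fatty acids, 0.40 (SE 0.05) for *CG18262*, a predicted zinc-binding protein, and 0.35 (SE 0.04) for *AsnS*, which makes asparagine. The other 5 had negative log2 fold changes: -0.52 (SE 0.06) for the homeobox gene *Dr*, -0.45 (SE 0.06) for *smp-30*, -0.38 (SE 0.05) for *CG5840*, an enzyme of proline synthesis, -0.37 (SE 0.05) for the cytochrome P450 *Cyp4e3*, and -0.35 (SE 0.05) for *ade3*, an enzyme of purine synthesis. Their adjusted p in limma lay between 0.0719 and 0.0790, above the threshold of 0.05.

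Of the 8071 genes, 0 had an adjusted p under 0.05 in limma, and 780 had an unadjusted p under 0.05, 436 with higher and 344 with lower values in mated male heads. On the same values, 19 genes passed with limma-trend and 34 with a regularized test in the manner of Cyber-T. The rule of the methods asks for p under 0.001 in at least 3 of the 5 data sets and a false discovery rate under 0.05. The methods do not say whether that rate applies within each data set, and here both had to hold in the same one. So applied, the rule gave 0 genes with limma and 25 with the Cyber-T style test, of which 13 had higher and 12 lower values. These counts use the Benjamini-Hochberg adjustment, while the methods cite the q-value of Storey and Tibshirani, with which limma called 0 and the Cyber-T style test 26 (14 higher and 12 lower), a count added after the data had been seen. A paired t-test without regularization gave 8 genes with p under 0.001 in at least 3 data sets, and 0 after the Benjamini-Hochberg adjustment.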

Using this strategy we identified 47 mating-responsive genes (See Methods). Two hours after mating with a female, males significantly up regulated 25 genes (Table 1) and down regulated 22 genes (Table 2). Such changes are not likely to be activity-dependent since control males had locomotor levels similar to males that courted females (two-tailed *t*-test, p > 0.05).

**Table 1:** Candidate genes up regulated 2 hrs after mating

Gene identifier	Gene name	Avg. fold change	GO Molecular function	GO Biological process
*CG2163*	*polyA-binding protein II *(*Pabp2*)	1.4	Poly(A) binding	mRNA polyadenylation
*CG4288*		1.28	High affinity inorganic phosphate: sodium symporter activity	Transport
*CG4501*	*bubblegum *(*bgm*)	1.38	Long-chain-fatty acid-CoA ligase activity	Long-chain fatty acid metabolic process
*CG4825*	*Phosphatidyl-serine synthase*	1.22	CDP-diacylglycerol-serine O-phosphatidyltrans-ferase activity	Phosphatidyl-serine biosynthetic process
*CG5527*		1.23	Endothelin-converting enzyme activity	Proteolysis
*CG5618*		1.14	Dipeptidyl-peptidase III activity	Proteolysis
*CG6188*		1.64	Glycine N-methyltransferase activity	Unknown
*CG6342*	*Iron regulatory protein 1B *(*Irp-1B*)	1.26	Iron ion binding	Regulation of translational initiation by iron
*CG8425*	*Juvenile hormone esterase *(*Jhe*)	1.86	Juvenile-hormone esterase activity	Juvenile hormone catabolic process
*CG8449*		1.28	Rab GTPase activator activity	Regulation of Rab GTPase activity
*CG9989*		1.52	Endonuclease activity	Unknown
*CG11765*	*Peroxiredoxin 2540 *(*Prx2540-2*)	1.2	Antioxidant activity	Unknown
*CG12116*		1.22	Sepiapterin reductase activity	Metabolic process
*CG13360*		1.28	Unknown	Unknown
*CG13607*		1.23	Unknown	Unknown
*CG13965*		1.35	Unknown	Unknown
				
*CG16772*		1.5	Unknown	Unknown
*CG16901*	*squid *(*sqd*)	1.25	mRNA binding	Oocyte axis determination
*CG17364*		1.67	GTP binding	Microtubule-based process
*CG17820*	*female-specific independent of transformer *(*fit*)	1.4	Unknown	Unknown
*CG18262*		1.3	Zinc ion binding	Unknown
*CG30026*		1.42	Unknown	Unknown
*CG30095*		1.86	Oxidoreductase activity	Metabolic process
*CG30084*	*Z band alternatively spliced PDZ-motif protein 52 *(*Zasp52*)	1.38	Protein binding	Unknown
*CG33486*	*asparagine synthetase*	1.28	Asparagine synthetase (glutamine-hydrolyzing) activity	Asparagine biosynthetic process

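Genes of Table 1 had higher values in mated than in control male heads in 22 of the 23 cases that could be tested, and each of these 22 did so in all 5 pairs. Their median log2 fold change was 0.40, which is 1.32-fold. The largest besides *Jhe* were *CG6188*, a glycine N-methyltransferase, with a log2 fold change of 0.76 (SE 0.18), *CG17364*, a predicted GTP-binding protein, with 0.68 (SE 0.13), and *CG9989*, a predicted endonuclease, with 0.64 (SE 0.14). *CG4825*, the phosphatidylserine synthase, had 0.28 (SE 0.04, adjusted p = 0.111 from limma). *Pabp2*, which binds poly(A) tails, had 0.47 (SE 0.07, adjusted p = 0.0944), and *Irp-1B*, an iron-dependent regulator of translation, had 0.34 (SE 0.06, adjusted p = 0.130). *CG12116*, a sepiapterin reductase of pteridine synthesis, had 0.27 (SE 0.04, adjusted p = 0.0944), and *CG8449*, a regulator of Rab GTPases, had 0.35 (SE 0.06, adjusted p = 0.130).

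The smallest positive log2 fold change, 0.19 (SE 0.05), was that of *CG13607*. *Zasp52*, a protein of the muscle Z-disc, was the gene in the other direction, with a log2 fold change of -0.06 (SE 0.06, adjusted p = 0.771 from limma) in the only probe set assigned to it alone. The other values with an adjusted p above 0.2 included *CG4288*, a predicted phosphate transporter, at 0.39 (SE 0.08), *CG30026* at 0.45 (SE 0.13), *CG13965* at 0.43 (SE 0.10) and *CG5527*, a predicted endothelin-converting peptidase, at 0.31 (SE 0.10). *CG13360*, of unknown function, had 0.34 (SE 0.05). Other probe sets of *Pabp2* gave log2 fold changes of 0.23 and 0.22, and another of *CG17364* gave 0.23. When adjusted over the list alone, 22 of the 23 genes passed in limma, against 0 when adjusted over all genes tested, where 22 had an unadjusted p under 0.05. The list was chosen by the study on these arrays, so neither its direction nor that count is independent evidence. *CG30095* did not pass the intensity threshold in any data set, and *sqd* was not analysed here.

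**Figure D1:**
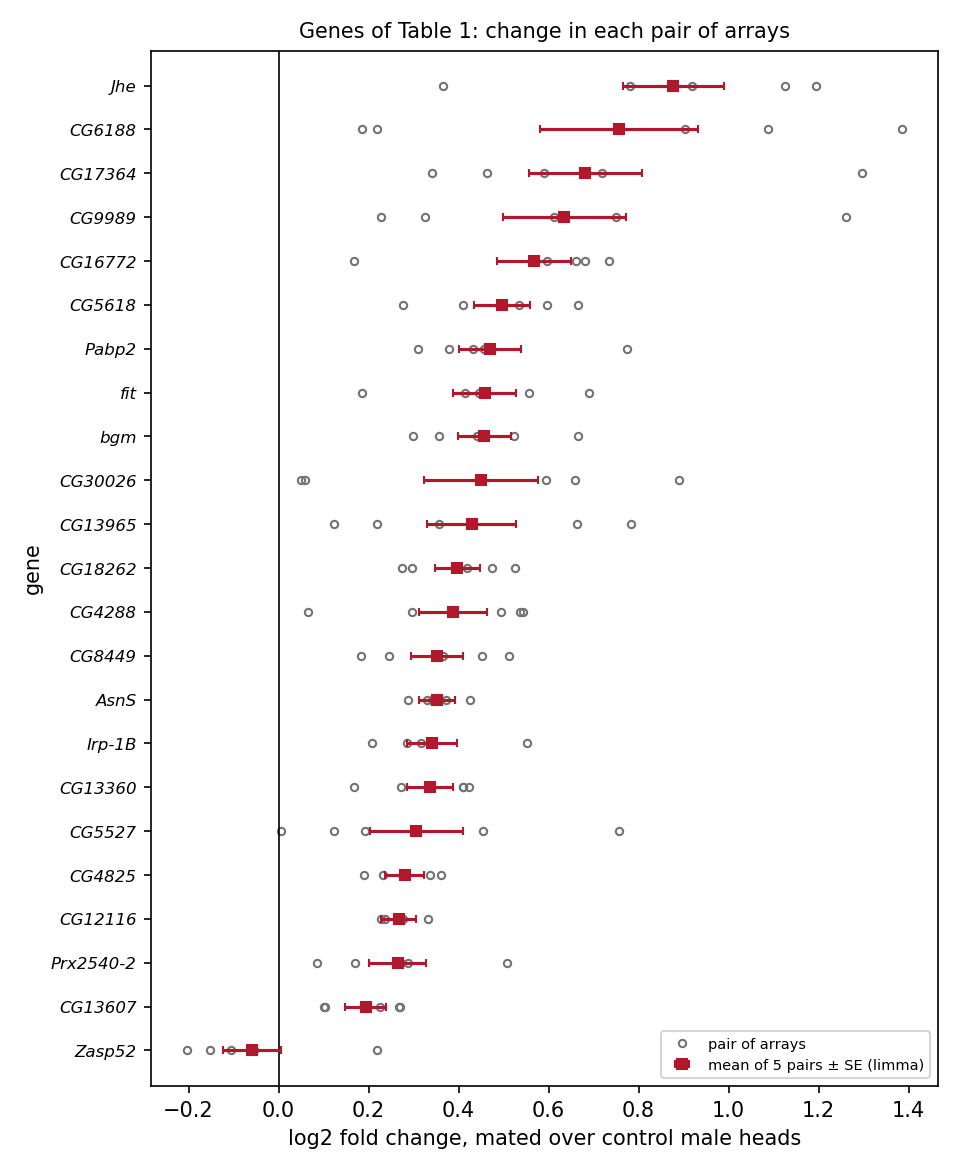
Differences between mated and control male heads for the genes of Table 1, on the log2 scale. Each circle is 1 of the 5 pairs of arrays and each square the mean with its SE from limma; *Zasp52* lies at -0.06 and the other 22 genes lie above 0 in all 5 pairs.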

Twenty-five genes are significantly (p < 0.001) up regulated in male heads 2 hrs after mating when compared to control male heads.

**Table 2:** Candidate genes down regulated 2 hrs after mating

Gene identifier	Gene name	Avg. fold change	GO Molecular function	GO Biological process
*CG1897*	*Drop *(*Dr*)	-1.5	DNA binding	Central nervous system development
*CG2505*	*α-Esterase-2 *(*α-Est2*)	-1.3	Carboxylesterase activity	Unknown
*CG3200*	*Rhythmically expressed gene 2 *(*Reg-2*)	-1.27	Phosphoglycolate phosphatase activity	Metabolic process
*CG3926*	*Serine pyruvate aminotrans-ferase *(*Spat*)	-1.34	Serine-pyruvate transamine activity	Glyoxylate catabolic process
*CG4105*	*Cytochrome P450-4e3 *(*Cyp4e3*)	-1.3	Electron carrier activity	Unknown
*CG5840*		-1.34	Pyrroline-5-carboxylate reductase activity	Proline biosynthetic process
*CG6806*	*Larval serum protein 2 *(*Lsp2*)	-1.28	Nutrient reservoir activity	Transport
*CG7224*		-1.16	Unknown	Unknown
*CG7390*	*senescence marker protein-30 *(*smp-30*)	-1.36	Unknown	Unknown
*CG8112*		-1.42	Sterol O-acyltransferase activity	Unknown
*CG8846*	*Thor*	-1.26	Eukaryotic initation factor 4E binding	Immune response
*CG9416*		-1.25	Sequence-specific DNA binding	Regulation of transcription
*CG9733*		-1.6	Trypsin activity	Proteolysis
*CG11909*	*target of brain insulin *(*tobi*)	-1.42	α-glucosidase activity	Carbohydrate metabolic process
*CG11919*		-1.36	ATP binding	Peroxisome organization and biogenesis
*CG16898*		-1.68	Unknown	Unknown
*CG18003*		-1.36	Glycolate oxidase activity	Metabolic process
*CG30489*	*Cyp12d1-p*	-1.3	Electron carrier activity	Unknown
*CG31075*		-1.26	Aldehyde dehydrogenase (NAD) activity	Pyruvate metabolic process
*CG31628*	*adenosine 3 *(*ade3*)	-1.28	Phosphoribo-sylamine-glycine ligase activity	Purine base biosynthetic process
*CG31689*		-1.25	ATPase activity	Unknown
*CG33462*		-4.08	Trypsin activity	Proteolysis

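All 18 genes of Table 2 that could be tested had lower values in mated than in control male heads, and 15 of them had lower values in all 5 pairs. The median log2 fold change was -0.37. The list includes *Spat*, a serine-pyruvate aminotransferase, at -0.38 (SE 0.06, adjusted p = 0.111 from limma), and *tobi*, a glucosidase under the control of insulin-producing cells, at -0.49 (SE 0.12, 4 of 5 pairs). *CG31075*, an aldehyde dehydrogenase, had -0.34 (SE 0.07) and *Reg-2*, a predicted phosphatase, had -0.28 (SE 0.05). *CG8112*, a predicted sterol acyltransferase, had -0.52 (SE 0.09, adjusted p = 0.172), and *α-Est2*, a carboxylesterase, had -0.36 (SE 0.08, adjusted p = 0.291). The storage protein gene *Lsp2* had -0.33 (SE 0.09, adjusted p = 0.386) and was lower in 4 of 5 pairs.

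Further members were *CG9733*, a predicted serine protease, at -0.65 (SE 0.15), *CG9416*, a predicted DNA-binding protein, at -0.31 (SE 0.07), and *CG31689*, a predicted ATPase, at -0.28 (SE 0.05). *CG7224*, whose function the paper gives as unknown and which the reference names *Sirup*, had -0.24 (SE 0.04). The largest difference, -2.47 (SE 0.95, adjusted p = 0.512 from limma, 4 of 5 pairs), belonged to *CG33462*, another predicted serine protease. Its log2 intensity in control replicate 3 was 3.25, against 9.49 in the nearest of the other control arrays, and the SD was 3.21 over the 5 control and 2.79 over the 5 mated arrays. When adjusted over the list alone, all 18 genes passed in limma, and 0 when adjusted over all genes tested, where all 18 had an unadjusted p under 0.05. These genes too were chosen by the study on the same arrays, which makes the count no independent evidence of their direction. *Thor*, *CG11919*, *CG18003* and *Cyp12d1-p* were not analysed here. From paired Bayesian t-tests over the 5 algorithms, with a false discovery rate, the paper identifies the genes of Tables 1 and 2 as candidate mating-responsive genes.

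**Figure D2:**
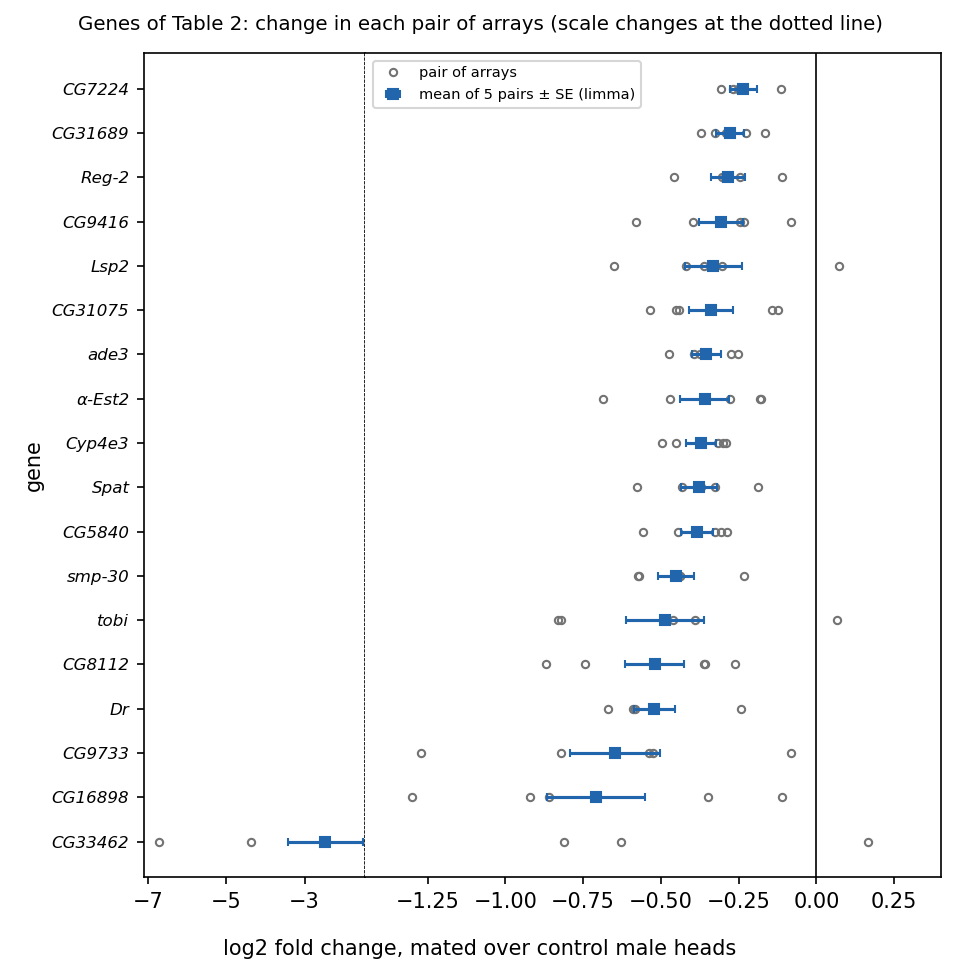
Differences between mated and control male heads for the genes of Table 2, on the log2 scale, with a change of scale at the dotted line. Each circle is 1 of the 5 pairs of arrays and each square the mean with its SE from limma; the 5 pairs of *CG33462* spread more widely than those of any other gene of the table.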

Average fold changes, molecular functions and biological processes are shown for 22 genes that are significantly (p < 0.001) down regulated in male heads 2 hrs after mating.

### Verification of microarray results by independent qPCR

To confirm the microarray results, we performed qPCR analysis on independently collected mated and control male head RNA samples. We tested a subset of genes whose expression levels changed significantly in mated male heads compared to control male heads. Eight out of 10 up-regulated genes and 2 out of 3 down-regulated genes had the expected directional change (Table 3). We did not verify up regulation of *CG4825 *and *fit *or down regulation of *CG8112 *by qPCR. However, increased *fit *expression in the fat body lining the brain was confirmed by *in situ *hybridization (see below).

**Table 3:** Confirmation of microarray results by qPCR

Gene identifier	Gene symbol	Microarray Fold change	qPCR Relative fold change ± SEM	Avg. relative expression level in control male heads ± SEM	Avg. relative expression level in mated male heads ± SEM
*CG5618*		1.14	2.02 ± 0.49*	0.36 ± 0.09	0.74 ± 0.18
*CG6188*		1.64	1.94 ± 0.26*	2.25 ± 0.42	4.38 ± 0.58
*CG8449*		1.28	1.35 ± 0.15*	1.24 ± 0.26	1.68 ± 0.18
*CG16772*		1.5	4.07 ± 1.55	6.86 ± 1.72	27.94 ± 10.61
*CG30026*		1.42	2.23 ± 0.35*	4.36 ± 0.84	9.74 ± 1.53
*CG4501*	*bgm*	1.38	4.47 ± 1.11*	1.42 ± 0.31	6.37 ± 1.57
*CG6342*	*Irp-1B*	1.26	1.42 ± 0.12	1.09 ± 0.18	1.55 ± 0.13
*CG11765*	*Prx2540-2*	1.2	1.23 ± 0.12*	0.47 ± 0.08	0.58 ± 0.06
*CG2505*	*αEst2*	-1.3	-1.26 ± 0.15	2.84 ± 0.59	2.25 ± 0.42
*CG7390*	*smp-30*	-1.36	-1.69 ± 0.16*	1.28 ± 0.45	0.77 ± 0.2

* Indicates a significant (p < 0.05) difference between the average relative expression level in control male heads and mated male heads. SEM = Standard error of the mean.

### Expression of candidate genes is not restricted to the brain

We hypothesized that examining gene expression in head tissue instead of whole bodies would uncover genes that function in reproduction by regulating nervous system signaling. This could be via direct effects on neural gene expression or by effects on other tissues in the head that receive or respond to courtship and mating signals. We found that expression of many mating-responsive genes is enriched in the head but not the brain (Table 4) [53], indicating expression occurs outside of the brain. While some of the genes are expressed in the eye, others appear enriched in tissues other than the brain and eye.

**Table 4:** Candidate genes are enriched in head tissue other than the brain, including adult adipose tissue

	Total no. of genes	Head	Brain	Eye	Fat body
Up regulated	25	18	4	9	16
Down regulated	22	20	2	12	18

Data was compiled from FlyAtlas [53].

One possibility is that they are expressed in an adipose tissue called the fat body that lines the head cavity surrounding the brain (Fig. 1a-d) and is implicated in courtship behavior modulation [[37,39,40,43]; reviewed in [52]]. Data showing that mating-responsive genes enriched in the head are also enriched in the adult fat body (Table 4) [53] support this hypothesis. *In situ *hybridization confirmed that several mating-responsive loci (*CG13360*, *bubblegum *(*bgm*), *Prx2540-2*, *CG8449 *and *CG4825*) are expressed in male fat body tissue (Fig. 2).

**Figure 2:**
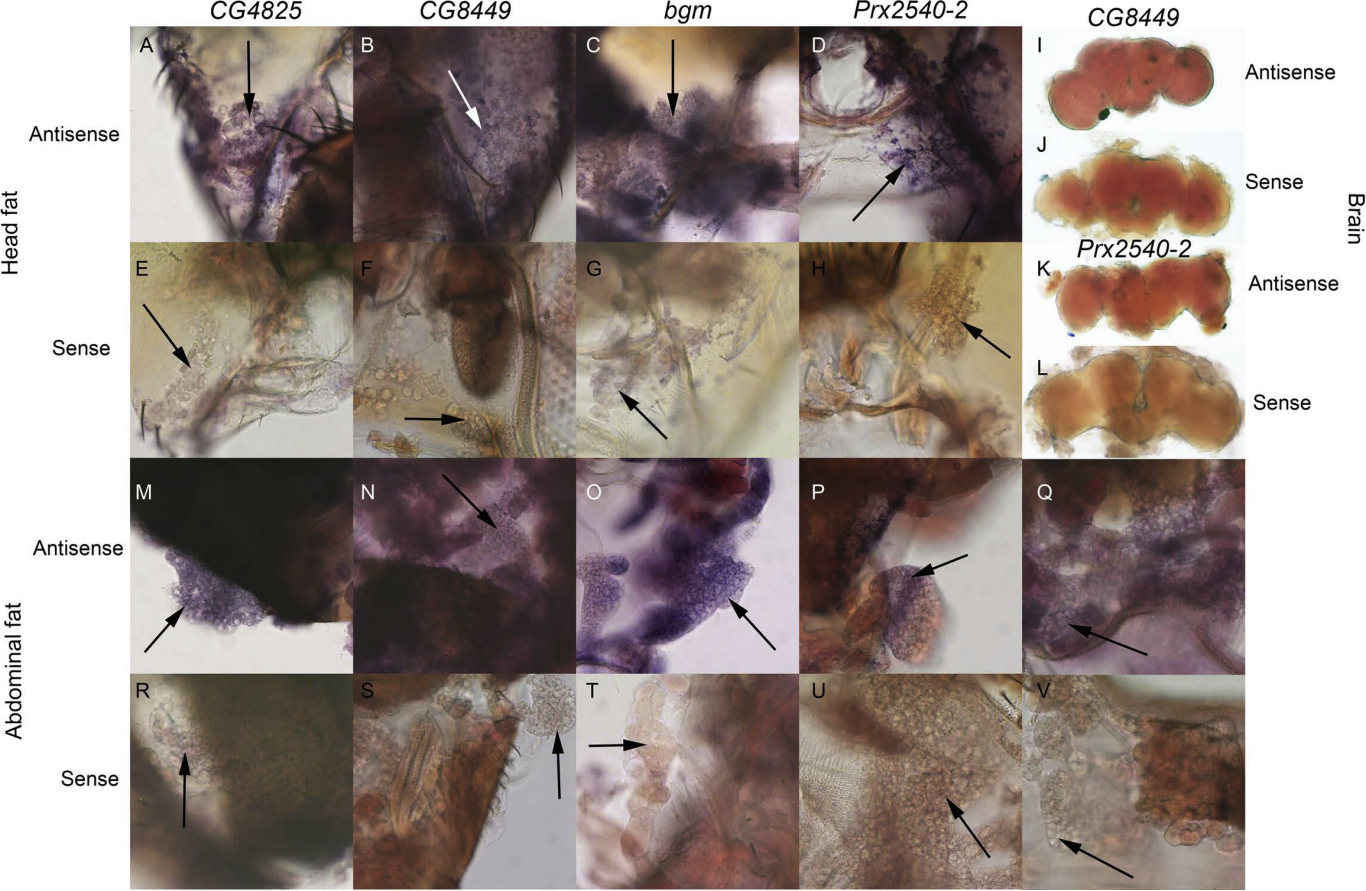
**Candidate genes are expressed in fat tissue**. Antisense (A-D,I,K,M-Q) or sense (E-H,J,L,R-V) RNA probes were designed to cDNA clones for *CG4825 *(A,E,M,R), *CG8449 *(B,F,I,J,N,S), *bgm *(C,G,O,T), *Prx2540-2 *(D,H,K,L,P,U), and *CG13360 *(Q,V). *In situ *hybridization to whole-mount tissue showed candidate gene expression in male *CS *fat body tissue (arrows) present on head (A-H) and abdominal (M-V) cuticle. Purple reactivity indicates presence of transcripts. Brains (I-L) showed light pink background staining but lacked detectable expression of either *CG8449 *(I,J) or *Prx2540-2 *(K,L).

FlyAtlas data indicate that the fat-expressed genes *CG13360*, *bgm*, and *Prx2540-2 *are expressed at very low levels in brains, while *CG8449 *and *CG4825 *are expressed at low to moderate levels in the brain [53]. By *in situ *we did not detect brain expression of these five transcripts (Fig. 2 and data not shown), although we cannot rule out the possibility that low levels of message are present.

To test the hypothesis that mating-induced changes in gene expression occur in the fat body, we compared *fit *expression in the heads of mated and control heads. *fit *expression increased in the adipose tissue surrounding the male brain after courtship culminating in mating (Fig. 3).

**Figure 3:**
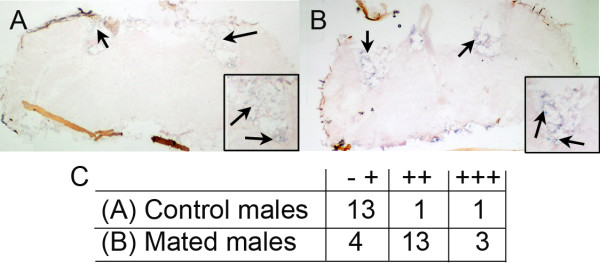
***fit *expression in the fat body is increased after courtship culminating in mating**. *In situ *hybridization was performed on cryosectioned male heads and confirmed that *fit *transcript levels were up regulated in adipose tissue (arrows) of mated males (panel B) compared to control males (panel A) as indicted by increased intensity of purple staining in mated male fat body. Insets in panels A and B show magnified views of head fat. Qualitative assessment of signal intensity in both treatment groups indicates that *fit *expression increased in mated male heads (panel C).

### Juvenile hormone esterases are important for male reproductive behaviors

We hypothesized that if a gene is up regulated after mating, that gene likely affects some aspect of reproductive behavior. Therefore, we assayed the percentage of time a male spent courting a female, known as the courtship index (CI), of candidate mating-responsive gene mutants. A *Jhe *P-element insertion, *Jhe^e01859^*, resulted in significantly reduced CI values in homozygous mutant males compared to heterozygous or wild-type controls (Fig. 4). Heterozygous males showed similar courtship activity compared to wild-type males, ruling out heterozygous effects on CI levels. Though *Jhe *males court females less vigorously, they perform standard courtship steps, eventually culminating in copulation.

**Figure 4:**
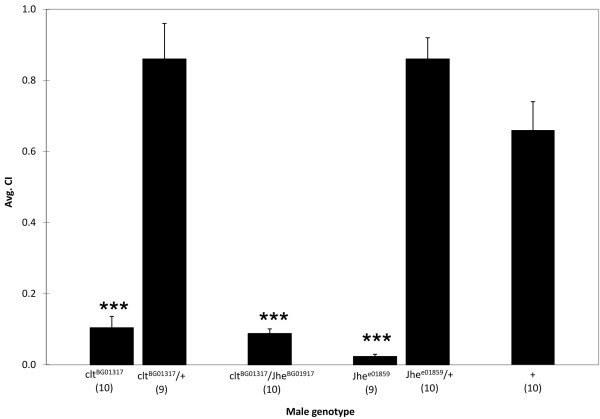
***Jhe *and *clt *mutants reduce courtship toward females**. Mutant males homozygous for P-element insertions in *Jhe *or *clt *showed reduced courtship (***p < 0.001) under red light compared to sibling heterozygous and wild-type controls. *Jhe^e01859 ^+/+ clt^BG01317 ^*mutant males showed significant reductions in courtship compared to either heterozygote or the wild-type control. (N) reflects sample size. Error bars are SEM.

In addition to *Jhe *there are three other candidate juvenile hormone esterase genes in the *Drosophila* genome [54]. One of the genes, *cricklet *(*clt*), also had an available P-element insertion, so we tested *clt^BG01317 ^*mutants to see if they had a similar phenotype to *Jhe *mutants. We found that *clt *mutants also have decreased CIs relative to controls (Fig. 4). There is also a strong genetic interaction between *Jhe *and *clt*. Transheterozygous mutant males had significantly reduced courtship compared to controls (Fig. 4).

We predicted that mating-responsive loci would function to prime the male for subsequent mating encounters by regulating courtship or mating latency and duration. Therefore, we predicted that decreasing *Jhe*, which was up regulated in mated male heads, would increase courtship or mating latency. To test this hypothesis we examined the courtship and mating kinetics of mutants for *Jhe *and the related esterase *clt*. Courtship latency (time to initiation of courtship) did not differ among mutants and controls. Though *Jhe *and *clt *males mated with females, they had a significant (p < 0.05) increase in mating latency (Fig. 5) (ANOVA, genotype p < 0.05, trial p > 0.05), while mating duration was unaffected. The increased mating latency was not dependent on the mating trial (1^st^, 2^nd ^or 3^rd^). However, as we increased the number of mating attempts, the mating success (as measured by the act of copulation) of *Jhe *and *clt *mutant males was significantly reduced (Fig. 6) (Binary Logistic Regression, genotype p < 0.01, trial p < 0.0001, interaction p < 0.0001) compared to heterozygous controls. Since we ruled out a heterozygous effect on CI values we did not test for heterozygous effects on mating latency or mating success. Females mated to *Jhe *or *clt *mutant males laid equivalent numbers of eggs regardless of the mating trial and day of egg laying (ANOVA, genotype p > 0.05, trial p > 0.05, day p > 0.05), and neither *Jhe *nor *clt *mutant females had detectable fertility defects.

**Figure 5:**
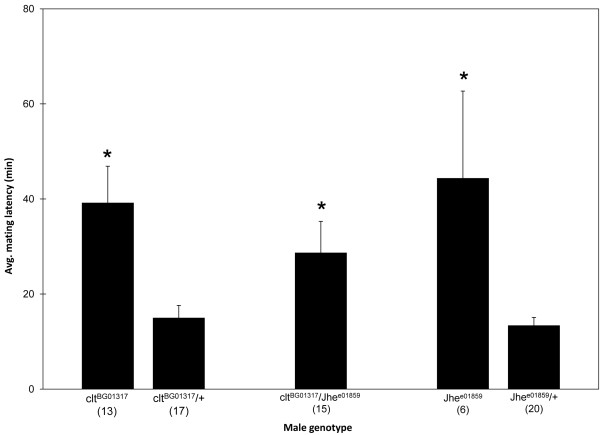
**Mating latency is increased in *Jhe *and *clt *mutants**. Under red light conditions, homozygous and transheterozygous mutant males had significantly (ANOVA p < 0.01, Tukey's *p < 0.05) increased mating latencies toward *CS *virgin females regardless of the mating bout (1^st^, 2^nd^, or 3^rd^); therefore, overall average mating latencies are shown. (N) reflects sample size. Error bars are SEM.

**Figure 6:**
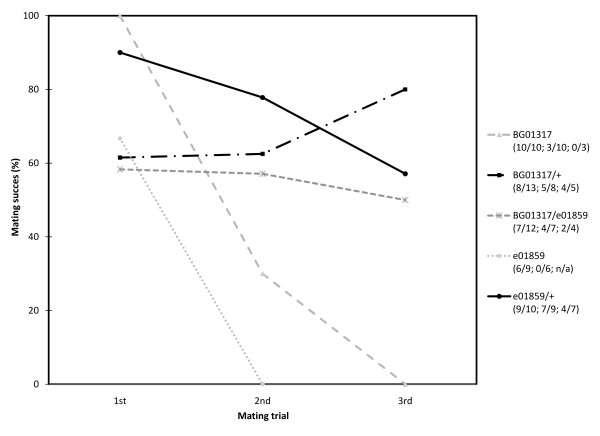
**Mating success decreases in *Jhe *and *clt *mutants**. *Jhe/+ *and *clt*/+ control males successfully mated with 3 females in succession, while experimental *Jhe *and *clt *mutant males significantly (Binary Logistic Regression, genotype p < 0.01, trial p < 0.0001, interaction p < 0.0001) decreased their mating success with the 2^nd ^and 3^rd ^females. No. of successful matings/Total no. of pairings for 1^st^; 2^nd^; 3^rd ^trials are shown.

## Conclusions

### Changes in gene expression upon mating

The complex reproductive behaviors exhibited by *Drosophila *require the interaction between genetics and environment. Courtship is an innate and stereotypical process under control of the somatic sex-determination hierarchy and is influenced by social interactions. Courtship and mating elicit gene expression changes in females [49,55-57], and courtship affects transcript profiles in males [12,22]. The female post-mating effects occur rapidly (within minutes) or can be detected several hours after mating [49,55-57]. Within 5 min of courtship, whole-male gene expression profiles also change rapidly [12,22]. In this study we expanded on our earlier studies in whole males to show that courtship culminating in mating causes changes in gene expression in the male head as well. 

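Beyond the genes of Tables 1 and 2, lists of genes for immune peptides, haemocytes, glia and purine synthesis passed by camera in mated against control male heads (adjusted p = 0.0294, 0.0191, 0.0420 and 0.0177), and none of the 4 did with an estimated correlation between genes (adjusted p = 0.740, 0.740, 0.698 and 0.329). Of 12 measured genes for antimicrobial and immune-induced peptides, 10 had lower values in mated than in control male heads, with a median log2 fold change of -0.17. In courted against control male heads 11 of the 12 had lower values (median -0.22, adjusted p = 0.163 by camera), and in mated against courted the median was -0.00 (adjusted p = 0.822). The genes lower after mating included the cecropin *CecB* at -1.34 (SE 0.39), the attacin *AttD* at -1.38 (SE 0.64), *edin* at -1.02 (SE 0.50) and *PGRP-SC2*, an enzyme that degrades peptidoglycan, at -0.84 (SE 0.36). Of 11 genes of haemocytes, the blood cells of the fly, 10 had higher values (median 0.08), among them the scavenger receptors *Sr-CI* at 0.19 (SE 0.09) and *crq* at 0.18 (SE 0.07), the prophenoloxidase *PPO1* at 0.17 (SE 0.08) and the clotting gene *Hml* at 0.12 (SE 0.05). Of 9 genes of glia, the supporting cells of the nervous system, 8 had higher values (median 0.05), among them the GABA transporter *Gat* at 0.23 (SE 0.06), the glutamine synthetase *Gs2* at 0.16 (SE 0.05), *nrv2* at 0.11 (SE 0.06) and the glial transcription factor *repo* at 0.09 (SE 0.05). Of 9 genes of purine synthesis, 7 had lower values (median -0.03), with *Adsl* at -0.20 (SE 0.05), *Prat2* at -0.18 (SE 0.04) and *Pfas* at -0.09 (SE 0.05) besides *ade3*. Apart from *ade3*, the adjusted p of these genes in limma was 0.299 or higher.

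With an estimated correlation between genes, the only lists that passed by camera were the genes of Tables 1 and 2 (adjusted p = 0.00531 and 0.0291). As the study chose these genes on the same arrays, their passing is no independent evidence. When adjusted over the list alone, 3 genes of purine synthesis passed with lower values (*ade3*, *Adsl* and *Prat2*) and 0 genes of the immune, haemocyte and glial lists did. The purine list holds 1 gene of Table 2, *ade3*, and the immune, haemocyte and glial lists hold none. With the genes of Tables 1 and 2 taken out of the other lists, the purine and glial lists did not pass by camera (adjusted p = 0.141 and 0.0504). The immune and haemocyte lists did (0.0368 and 0.0254). That adjustment still held the lists of Tables 1 and 2, whose low p ease it for the others. Leaving out both those genes and those lists was not tried as a setting. Without those genes, the unadjusted p by camera was 0.00490 for the immune and 0.00254 for the haemocyte list. Neither would pass an adjustment over the lists that remain, so both calls rest on the lists of Tables 1 and 2. Leaving out replicate 5 ended the calls of the immune, glial and purine lists, leaving out replicate 2 or 3 that of the glial list, and leaving out replicate 1 or 2 that of the haemocyte list. Without the pair as a block, the immune and glial lists did not pass.

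The other 24 lists had adjusted p of 0.0830 to 0.972. Of 16 genes of insulin signalling and fasting, 4 had lower values when adjusted over the list alone: *tobi*, the lipase *bmm* at -0.24 (SE 0.05), the transcription factor *foxo* at -0.20 (SE 0.06) and *Pepck1*, an enzyme of gluconeogenesis, at -0.19 (SE 0.06), with an adjusted p of 0.0830 for the list. Of 23 genes of amino acid and one-carbon metabolism, 3 had higher values when adjusted over the list alone (*AsnS*, *CG6188* and *Gs2*) and 4 had lower values (*CG5840*, *Spat*, *Shmt* at -0.17 with SE 0.04 and *Got2* at -0.14 with SE 0.04), with a median of -0.04 and an adjusted p of 0.236 for the list, 4 of whose genes are in Tables 1 and 2. The naming of *Shmt* and *Got2* was chosen after their values were seen. Of 14 genes of fatty acid oxidation, *bgm* and the acyl-CoA oxidase *Acox57D-d* at 0.23 (SE 0.06) had higher values when adjusted over the list alone, while camera ranked the list downward with a median of -0.05 and a mean of 0.00 (adjusted p = 0.497). Fat body genes for secreted and storage proteins stood at a median of 0.02 (12 genes, adjusted p = 0.772), with *fit* higher and *Lsp2* and *bmm* lower when adjusted over the list alone, and 2 of the 12 are in Tables 1 and 2.

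Among genes of neurons and rhythms, the clock gene *tim* had a log2 fold change of -0.27 (SE 0.05, adjusted p = 0.185 from limma) and the activity-regulated gene *Hr38* had 0.30 (SE 0.07, adjusted p = 0.286), each the member of its list that passed when adjusted over the list alone. The clock list had a median of -0.02 (10 genes, adjusted p = 0.236) and the activity-regulated list of 0.05 (9 genes, 0.567). Neuronal genes had a median of 0.04 (16 genes, 0.282), photoreceptor genes of -0.01 (17 genes, 0.430) and muscle genes of -0.04 (19 genes, 0.228). Of 57 cytochrome P450 genes, *Cyp4e3* and *Cyp6a8*, the latter at -0.31 (SE 0.06), had lower values when adjusted over the list alone (median -0.01, adjusted p = 0.436).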

Expression levels likely change rapidly in response to sensory cues received during courtship, while the physiological changes from mating [58] may mediate long-term expression level changes in the nervous system or elsewhere in the fly that can feed back to the nervous system.

The expression profile of a 5 min courting male differs from that of a 2 hr post-mating male. This is not surprising since we expected that the process of mating would have major effects on male physiology that would be reflected in altered transcriptional profiles. Of the 47 genes with altered expression 2 hrs after mating (Tables 1 and 2), only 1 gene, *fit*, is also up regulated in males after 5 min of courtship [12]. *CG16772 *is up regulated 2 hrs after mating but is down regulated during 5 min of courtship [12]. 

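*fit*, which encodes a secreted protein of fat body cells, and *CG16772*, of unknown function, both had higher values in male heads 2 hrs after mating. The log2 intensity of *fit* was 12.81 ± 0.13 (SD, n = 5) in mated and 12.36 ± 0.10 (SD, n = 5) in control male heads, a log2 fold change of 0.46 (SE 0.07). That of *CG16772* was 12.46 ± 0.20 (SD, n = 5) in mated and 11.89 ± 0.12 (SD, n = 5) in control male heads, a log2 fold change of 0.57 (SE 0.08). Both genes had higher values in the mated array of all 5 pairs. For *fit* 4 of the 5 data sets and for *CG16772* all 5 had an unadjusted p under 0.001 in limma. The adjusted p over all genes was 0.111 for *fit* and 0.0944 for *CG16772*. Without replicate 4, *CG16772* passed the threshold (adjusted p = 0.026 from limma, log2 fold change 0.67). The lowest of the control values of *fit*, that of replicate 5, lay at 12.19, against 12.38 for the nearest of the others.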

*CG16772 *is one of several fat body-expressed immune response genes down regulated during courtship, possibly to allow energetic resources to be directed toward offspring production rather than immunity [12,22]. After mating, expression of *CG16772 *may increase because contact with a female increases the likelihood of encountering a pathogen.

The fact that few genes overlap between these data sets is not surprising since we assayed different time points (5 min or 2 hrs), different tissues (whole bodies in previous studies versus heads in this study) and different behaviors (courtship alone versus courtship culminating in mating). We also used different approaches for analyzing the data due to the differences in experimental design for each test. The analysis strategies provide us a conservative estimate of the transcripts affected by courtship and mating.

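Among the 40 probe sets with the lowest p for mated against control male heads, each with p under 0.001, 24 stand for genes of Tables 1 and 2, led by *AsnS*, *Dr*, *CG5618*, *CG18262* and *Jhe*. They stood beside 14 of genes outside the tables and 2 with no single gene named here. Of the 40, 19 had higher and 21 had lower values in mated male heads, where 8.54 probe sets would be expected at that p if none had changed. Taken singly, the data sets gave 50 probe sets with p under 0.001 in dChip PM, 36 in dChip PM-MM, 22 in MAS5.0, 36 in R/Bioconductor GC-RMA and 39 in GeneSpring GC-RMA. In none of them was an adjusted p in limma under 0.05, and the lowest adjusted p ran from 0.101 in both GC-RMA data sets to 0.254 in MAS5.0. The probe sets with an unadjusted p under 0.05 numbered 1525, 983, 651, 731 and 795 in the same order.

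Asking for p under 0.001 in at least 3 data sets, with no false discovery rate, left 19 genes in limma, 12 with higher and 7 with lower values, and all 19 are genes of Tables 1 and 2. The study chose the genes of its tables on these arrays by a similar rule. The overlap, here and in the ranking above, is therefore no independent evidence. *AsnS*, *bgm*, *CG5618*, *CG16772*, *Jhe*, *Pabp2*, *CG5840* and *smp-30* met that p in all 5 data sets. In simulated data of the same size and spread, 49.3% of genes changed by a log2 value of 0.25, 86.6% of those changed by 0.5 and 97.0% of those changed by 1 were called by limma. The simulation changed 200 probe sets and drew noise independently for each probe set, with no correlation between genes. These shares therefore do not give the power of limma in the real arrays. The median absolute log2 fold change over all probe sets was 0.05.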

We predict that some mating-responsive genes facilitate an increased male mating efficiency for future encounters. Little is known about how repeated matings affect male mating latency, duration or fecundity. After his first mating, the male may perceive and process female stimuli more rapidly, may be more appealing to the female, or may be physiologically primed for subsequent matings by replenishment of Acps, sperm or other seminal proteins, resulting in decreased courtship or mating latencies. Alterations in gene expression, such as those described here and in our earlier work [12,22], may contribute to these expected behavioral and physiological changes.

### Gene expression in adipose tissue

The fat body is a secretory tissue [reviewed in [59]] whose effects on fly reproductive behavior have previously been described [[37,39,40,43]; reviewed in [52]]. The majority of mating-responsive genes are expressed in adult adipose tissue (fat body) (Table 4), and we analyzed a subset of six up-regulated genes to show that they are expressed in adipose tissue surrounding the brain (Figs. 2 and 3). Furthermore, we observed increased expression of *fit *in male adipose tissue after courtship followed by mating (Fig. 3). *fit *also is expressed in the head fat of females and originally was named based upon its high expression in females under the control of *Sex-lethal *[39], which is the initial regulatory gene in the somatic sex-determination hierarchy.

Other studies also indicated that several mating-responsive genes identified in our study are expressed in the fat body surrounding the brain. *Larval serum protein 2 *(*Lsp2*) is expressed in the head fat of both sexes [60]. Of the 25 genes up regulated by courtship and mating, 14 are detectable (signal strength greater than 20) in brain and 21 genes are detectable in fat body based upon a microarray analysis of adult mRNA expression levels [53]. Of these 25 up regulated genes, 16 are enriched in the fat body relative to other adult tissues (Table 4).

Taken together, these results imply that the brain is not the only tissue responding to or regulating post-mating behavior, but that adipose tissue plays a role in this process as well. In response to mating, a signaling cascade initiated by neurosecretory cells may transmit the signal to the surrounding fat body. The fat body then could perpetuate the signal by secreting factors that influence neuronal or non-neuronal tissues. We hypothesize that expression level changes in the brain alter neuronal signaling either directly or indirectly, which impacts the processing of sensory cues and targets other reproductively important tissues.

### Juvenile hormone esterases and male reproductive behavior

Another mating-responsive gene, *Jhe*, is also expressed in adipose tissue [61-64] and functions in reproductive behavior (Figs. 4, 5, 6). *Jhe *and three closely related esterase genes (*clt*, *Jhedup*, and *CG7529*) have juvenile hormone esterase (JHE) activity *in vitro*. JHEs together with juvenile hormone epoxide hydrolases hydrolyze Juvenile hormone (JH) to regulate JH levels [65,66]. 

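*Jhe* had the highest log2 fold change of all genes tested between mated and control male heads, 1.84-fold. Its log2 intensity was 8.08 ± 0.21 (SD, n = 5) in mated and 7.20 ± 0.15 (SD, n = 5) in control male heads. All 5 data sets gave *Jhe* an unadjusted p under 0.001 in limma. Without replicate 5, *Jhe* passed the threshold (adjusted p = 0.0419 from limma). *clt*, a predicted carboxylesterase with similarity to *Jhe*, had a log2 fold change of -0.11 (SE 0.05, adjusted p = 0.547) and lower values in 4 of 5 pairs. *Jhedup*, the neighbour of *Jhe* in the genome, passed the intensity threshold in only 2 of the 5 data sets. *CG7529*, another predicted esterase, had a log2 fold change of -0.11 (SE 0.06, adjusted p = 0.550) and lower values in 3 of 5 pairs.

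Of 8 measured genes of juvenile hormone synthesis, breakdown and response, 3 had higher and 5 had lower values in mated male heads. Their median log2 fold change was -0.07, while their mean was 0.08 and camera ranked the list downward (adjusted p = 0.697). When adjusted over the list alone, *Jhe* passed with higher values and *Kr-h1*, a transcription factor induced by juvenile hormone, with lower values, at a log2 fold change of -0.25 (SE 0.07, 4 of 5 pairs). *Jhe* is the list's member in Table 1, and without it the median was -0.11 (adjusted p = 0.197).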

Since *Jhe *expression is positively regulated by JH [67], the mating-induced increase in *Jhe *expression identified in our study may be JH dependent.

Much of our understanding of physiological functions of JH comes from studies investigating its function during development [reviewed in [68]]. However, JH also has important post-developmental functions such as promoting accessory gland protein (Acp) synthesis [69]. During mating Acps are transferred, along with sperm, to the female [70], and the transfer of Acps triggers male synthesis of new Acps [58]. Males also transfer Sex-peptide to the female during mating [71-73]. Sex-peptide increases JH levels in females [74], which stimulates egg development [75]. However, possible mating-induced changes in male JH levels have not been evaluated. Since ejaculate components must be replenished after mating, we hypothesize that male JH levels increase after mating to stimulate Acp synthesis. The increase in JH would up regulate *Jhe *expression which would, in turn, reduce JH levels once the ejaculate components have been replenished.

JH also has a role in modulating behavior since males with reduced JH court females less intensely [76], Our data suggest that an increase in JH, caused by reduction of *Jhe *or *clt*, may also disrupt courtship (Figs. 4, 5, 6). *Jhe *and *clt *deficient males, which likely have increased levels of JH, court less vigorously (Fig. 4), have increased mating latencies (Fig. 5), and have reduced mating success (Fig. 6). This situation exemplifies the complex regulation governing behavior and implies that JH levels must be tightly regulated in order to ensure appropriate behavioral and physiological responses.

### Gene expression in the brain

Although we are particularly interested in the large number of fat-expressed genes that were identified in this and earlier screens [12,22], we also note that several of the identified transcripts are expressed in brains as would be expected for genes that function in behavior. Proper function of the nervous system relies on the appropriate cellular architecture, connections and signaling. Behavior requires the sensory systems to perceive the information accurately and transmit such information to the brain for processing. The brain can then transmit the signal to the appropriate output pathways which can modify signaling in tissues such as the fat body or the brain itself. Therefore the establishment and maintenance of the brain (and sensory systems) is vital to the organism's ability to respond to its environment and experiences. It is possible that mating-responsive genes act in the development or maintenance of a mated male brain as opposed to a naïve male brain.

Thirteen of the 21 fat-expressed genes up regulated in mated males are also expressed in brains at detectable levels [53]; a single transcript, *CG4288 *is detected in brains but not fat [53]. None of these genes have known function in behavior, but their reported mutant phenotypes or molecular functions indicate that several of the loci may have important neural maintenance functions.

For example, mutants for *bgm*, an enzyme involved in fatty acid metabolism that is expressed in both the brain and fat, have a neurodegeneration phenotype in response to accumulation of long chain fatty acids [77]. Another gene that potentially functions in a neurodegeneration pathway is *Phosphatidyl-serine synthase*, which responds to changes in polygluatmate (polyQ) levels [78]. polyQ diseases, including Huntington's Disease, are adult on-set progressive neural degeneration diseases caused by the accumulation of glutamate repeats [79].

Cellular homeostasis is important in the maintenance and function of the *Drosophila* brain. One gene that helps maintain this homeostasis is *Iron regulatory protein 1B *(*Irp-1B*) which encodes a protein that binds to iron-responsive elements (IREs) to regulate iron metabolism [80]. In addition to affecting cell survival and homeostasis, neural morphology might also be regulated by mating-responsive candidates. Mutants of *Pabp2 *show pathfinding and targeting defects in the larval neuromuscular junction [81].

### Mating-responsive genes and the sex-determination hierarchy

This genome-wide analysis identified known sex-determination hierarchy target genes such as *fit*. Three other mating-responsive genes (*CG16772*, *Prx2540-2*, and *CG16898*) (Tables 1 and 2) are also regulated by the sex-determination hierarchy [41]. 

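*Prx2540-2*, an antioxidant peroxiredoxin, had a log2 fold change of 0.26 (SE 0.06, adjusted p = 0.302 from limma), and *CG16898*, of unknown function, had -0.71 (SE 0.16, adjusted p = 0.292). Both differed in the same direction in all 5 pairs of mated and control arrays. Together with *fit* and *CG16772*, these genes belong to a list of sex-biased or hierarchy-regulated genes of the head, of which 8 were measured. The list had a median log2 fold change of 0.11 (adjusted p = 0.138 by camera), with 5 genes higher and 3 lower in mated male heads. When adjusted over the list alone, 4 had higher and 1 had lower values. Besides the 4 genes of Tables 1 and 2, the other was *Cyp4d21*, a cytochrome P450, at 0.21 (SE 0.08), which was named after its value was seen. As 4 of the 8 are in Tables 1 and 2, this count is not independent of the study's choice, and without these 4 the list had a median of -0.02 and an adjusted p of 0.972.

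Regulators of the hierarchy were measured as well. *fru*, a transcription factor of male courtship, had a log2 fold change of 0.13 (SE 0.08, adjusted p = 0.583) and *tra*, a splicing regulator of the female pathway, had -0.08 (SE 0.06, adjusted p = 0.689). *Sxl*, the switch at the top of the hierarchy, had 0.04 (SE 0.06, adjusted p = 0.830) in its brightest probe set, which turned to -0.01 without replicate 3. Its other probe sets had 0.33 (adjusted p = 0.254) and -0.00. Over the 8 regulators measured, the median was 0.06 (adjusted p = 0.282 by camera), and *her*, a zinc finger regulator of sexual differentiation, had higher values when adjusted over the list alone, at 0.27 (SE 0.07).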

Transcriptional profiling of mutants for a variety of sex-determination hierarchy genes indicates that *Prx2540-2 *and *CG16898 *are regulated by *fruitless *(*fru*), while *fit *is downstream of *transformer *(*tra*). *CG16772 *may also function downstream of *tra *[41].

The splicing factor *squid *(*sqd*) is up regulated in mated male heads (Table 1). Interestingly, primary transcripts of the *sqd *locus are sex-specifically spliced in the head as well as the germline, although it is not known if *sqd *splicing is regulated by the sex-determination hierarchy [82]. It is possible that *sqd *and other mating-responsive loci function as downstream targets of the sex-determination hierarchy to regulate morphological and behavioral differences between male and female *Drosophila*. Alternatively, there may be other pathways (such as those that regulate alternative splicing) that function together with the sex-determination hierarchy to regulate reproductive behavior.

We predict that mating-responsive genes also function in other aspects of reproduction and behavior; therefore, we propose this genome-wide approach as a powerful tool for determining the genetic pathways and intracellular processes regulating reproduction, both at the behavioral and physiological levels.

## Methods

### Microarray Analysis

The wild-type *Canton-S (CS) *strain was isogenized to reduce genetic variation and the isoline was kept at 25°C on a 12-hr light/dark cycle. Twenty or fewer virgin *CS *males were aged collectively for 3 days at 25°C. On day 4, individual males were aspirated into vials. Virgin females were collected and aged in groups of 20 or fewer flies for 4 days at 25°C.

On day 5, males were equally divided into two treatment groups. One group (referred to as "mated males") consisted of individual males that were placed with a female for courtship and mating, while the second group of males (referred to as "control males") was mock exposed to a female. We tested both groups at the same time to allow for paired microarray and Cyber-T analyses (see below). For the mated male group, a single, aged virgin female was aspirated into each male's vial. The control males were treated identically except that no female was transmitted during the aspiration process.

Upon completion of mating, females were removed from the vials. Males from both treatment groups were quick frozen 2 hrs later and stored at -80°C for future RNA extraction; only pairs for which the mated male had a mating latency less than 30 min and mating duration of 18-30 min were collected for RNA extraction. Seventy-four percent of mated males tested met this requirement. All procedures were conducted at the same time each day to control for circadian effects.

Head tissue was separated from the remaining body by vortexing quick-frozen flies. Male heads were assigned to one of 20 groups (30 heads in each group; 10 mated and 10 control RNA preparations) so that control and mated samples collected together could be analyzed by paired statistical comparisons. Following standard protocols, total RNA from head tissue was extracted in Trizol (Invitrogen, Carlsbad, CA, USA). Total head RNA preparations from 10 groups (5 control groups and their corresponding mated groups) were sent to the University of Kentucky MicroArray Core Facility for labeling and hybridization to Affymetrix *Drosophila *2.0 Genome Arrays following standard Affymetrix (Santa Clara, CA, USA) protocols.

Expression values were generated similarly to previous experiments [12,22] using five algorithms (PM, PM-MM, MAS 5.0, GCRMA, and GeneSpring). Multiple expression value algorithms were used to control for variation among the algorithms and to generate a statistically stronger candidate gene set. We used dChip's PM (perfect match between the probe and target sequence) and PM-MM (one nucleotide between the probe and target sequence is mismatched) algorithms [83], as well as those implemented by GCOS (MAS 5.0, Affymetrix), R (GCRMA) [84], and GeneSpring (Agilent, Santa Clara, CA, USA). For the dChip algorithms, expression values were only considered if greater than 50; for the other 3 methods, expression values were required to be greater than 100. To test for significance, we used Cyber-T's Bayesian *t*-test analysis [85]. Candidate mating-responsive genes included those whose expression differed significantly (p < 0.001) between control male heads and mated male heads in at least 3 expression value data sets and had a false discovery rate less than 0.05 [86]. With such stringent criteria, we did not specify a particular fold change cut-off value.

### qPCR

To confirm the microarray results, qPCR was performed on 10 independent samples (5 mated and 5 control RNA preparations) that were collected as described above but were not used in the microarray analysis. polyA^+ ^RNA was isolated from each of the 10 samples using the Oligotex mRNA mini kit (Qiagen, Netherlands). cDNA was synthesized using the SuperScript First-Strand Synthesis System (Invitrogen, Carlsbad, CA, USA). We designed primers to amplify 10 up-regulated and 3 down-regulated genes, choosing genes that are predicted to be enriched in brain, fat body or both tissues based upon FlyAtlas expression data [53]. When possible, primer pairs were designed across introns to control for amplification specificity. Genes that are expressed at low levels in the head [[53]; L. L. Ellis and G. E. Carney, unpublished results] were not tested.

Using the SYBR Green PCR Mastermix (Applied Biosystems, Foster City, CA, USA), 2 μL of a 1:4 dilution of each template was run in triplicate in the ABI7500 (Applied Biosystems, Foster City, CA, USA) using default parameters. Control reactions lacking template and controls with template but without Reverse Transcriptase were used. Primer-specific amplification was determined by analyzing dissociation curves for each primer pair.

mRNA levels were determined by the Relative Standard Curve Method (Applied Biosystems, Foster City, CA, USA), and candidate gene transcript levels were normalized to *rp49 *transcript levels. Normalizing the mated male transcript levels to the control male transcript levels generated a relative fold change. We also analyzed trends in the average relative transcript levels of each treatment (control and mated) using the two-tailed *t*-test. Secondary qPCR analysis confirmed increased expression of *CG6188 *and decreased expression of *alpha Esterase-2*.

Regression of mean expression microarray analysis fold changes compared to independent qPCR fold changes indicated a highly significant positive correlation between results obtained by the two methods (r = 0.51, N = 10, p = 0.021).

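Table 3 lists 8 genes with higher and 2 with lower values in mated male heads, those among the genes tested by qPCR whose direction was that of the arrays. *CG4825*, *fit* and *CG8112*, whose direction the paper did not verify by qPCR, had log2 fold changes of 0.28, 0.46 and -0.52 on the arrays and are not in that table. *CG16772* and *bgm*, highest by qPCR with relative fold changes of 4.07 and 4.47 (the paper's values), had array fold changes of 1.48 and 1.37. *CG6188*, highest on the arrays at 1.69-fold, had the paper's qPCR value of 1.94. At the lower end of the up-regulated genes stood *Prx2540-2*, with 1.20-fold on the arrays and the paper's 1.23 by qPCR. *smp-30* and *α-Est2* were lower in mated male heads by both methods, at -1.37 and -1.28 on the arrays and the paper's -1.69 and -1.26 by qPCR.

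On the log2 scale, Pearson's r between the array and qPCR fold changes was 0.80 (permutation p = 0.00715, two-sided) and Spearman's rho was 0.81 (permutation p = 0.00719). The correlation is across genes, which are not independent replicates, and the 10 genes were listed for their shared direction, so neither r nor its p tests whether the directions are shared. Among the 8 up-regulated genes, which leaves out the 2 genes farthest from the median on the arrays, r was 0.47 (exact permutation p = 0.265) and rho was 0.62 (exact permutation p = 0.115).

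**Figure D3:**
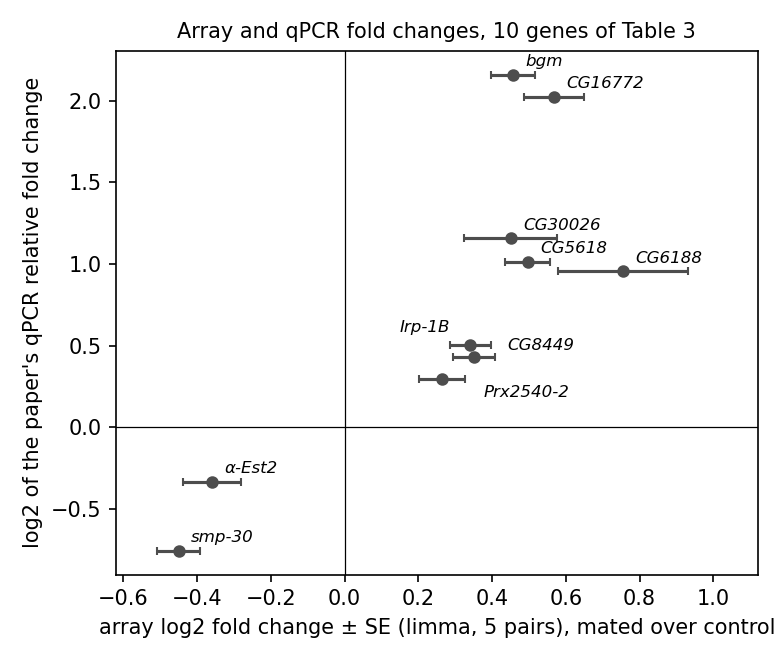
Log2 fold changes of mated against control male heads on the arrays (x axis, mean and SE from limma) and by qPCR (y axis, the paper's values) for the 10 genes of Table 3. The 8 up-regulated genes lie above 0 on both axes, and *smp-30* and *α-Est2* lie below 0 on both.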

### *In situ *hybridization

Digoxigenin (DIG)-labeled sense and antisense RNA probes were made from cDNA clones for six candidate genes with predicted fat body expression following the manufacturer's standard protocol (Roche, Nutley, NJ, USA). The genes and their corresponding cDNA clones were *CG4825 *(LD10327), *CG8449 *(GH10459), *CG13360 *(LP09811), *bubblegum *(*bgm*) (GM14009), *fit *(RH40291) and *Prx2540-2 *(RH69586). Expression of *fit *is regulated by *tra *while expression of *Prx2540-2 *is regulated by *fruitless *(*fru*) [41]; *tra *and *fru *are regulatory components of the sex-determination hierarchy. Antisense and sense probes were hydrolyzed into 200 bp fragments and *in situ *hybridization to male brains, head carcass and abdominal cuticle was performed as described in [33]. Antisense probes detected expressed transcripts in each case, while sense probes served as negative controls for expression.

To verify the increased expression of *fit *in male head tissue after courtship followed by mating, virgin *CS *males were collected 2 hrs after mating and compared to virgin *CS *control males that did not mate with a female. After treatment, males were cryosectioned in OCT compound and *in situ *hybridization was performed on the sections as described previously [37]. Control and mated tissues were placed on the same slide to control for histochemical reaction time. We qualitatively assessed *fit *expression in adipose tissue lining the brain from non-existent (-) to highly expressed (+++).

### Courtship assays

All flies were kept on a 12-hr light/dark cycle at 25°C. P-element insertion mutations in *Jhe *and *cricklet *(*clt*) were obtained from the Bloomington *Drosophila* Stock Center (*clt^BG01317^*) and the Exelixis Collection at Harvard Medical School (*Jhe^e01859^*). These insertions are likely hypomorphs since they are located in proximal promoter regions. Each P-element was backcrossed into the *CS *background to generate a genetically similar control that had one wild-type copy of *Jhe *or *clt*. To test for a genetic interaction between *Jhe *and *clt*, the two insertion strains, *Jhe^e01859 ^*and *clt^BG01317^*, were crossed to generate transheterozygous flies containing a single P-element insertion in each gene (*Jhe^e01859 ^+/+ clt^BG01317^*). Virgin P-insertion or control males were collected and stored individually for 4 to 5 days; virgin *CS *females were aged collectively for 3 to 5 days.

Behavioral assays were conducted at 22°C under red light conditions to diminish the effect of eye color on vision and courtship. We video recorded the interactions with a digital camcorder so that subsequent analyses could be performed. To analyze courtship behavior, a male was aspirated into a mating chamber (diameter = 1 cm) and a virgin *CS *female was introduced 2 min later. The pair was video recorded for 10 min. The courtship index (CI; percentage of time the male spent performing courtship during the initial 10 min of observation) and courtship latency (time until courtship occurs) were calculated. CI values were arcsine transformed for statistical analysis. Two-tailed *t*-test comparisons between homozygous mutants and controls were calculated to determine significance (p < 0.05). *Jhe^e01859 ^+/+ clt^BG01317 ^*males were compared to both control genotypes (two-tailed *t*-test).

### Fertility Assays

The ability of a male to mate with multiple *CS *females and the fecundity of these matings was also assessed. *Jhe *and *clt *mutants and heterozygous controls, as well as *CS *virgin females, were collected and aged as described for the courtship assay. Under red light, a male was aspirated into a mating chamber, followed by a *CS *virgin female. The male was given 2 hrs to mate with the female. If mating occurred, the female was placed in a vial with food to measure fecundity (number of eggs laid and number of adult offspring) and the male was placed in a new mating chamber. A second *CS *virgin female was aspirated into the new chamber and the pair was given 2 hrs to mate. If the second mating occurred, the female was placed in a vial for later progeny counts, and the male was moved to another chamber for mating with a third and final female. The third mated female was also kept for further analysis. For the first mating bout, all 10 c*lt^BG01317 ^*males mated, while only three of the ten males mated with the second female and none of the 3 males mated with the third female. Eight out of 13 *clt^BG01317/^+ *males mated with the first female, five of those eight males mated with the second female and four of the remaining five males mated with the third female. *Jhe^e01859 ^*males only mated with the first female (six out of nine males). However, nine of ten *Jhe^e01859^/*+ males mated with the first female, seven of those nine males mated with the second female and four of the seven males mated with the third female. For the transheterozygous *clt^BG01317^/Jhe^e01859 ^*males, seven of 12 mated with the first female, four of seven males mated with the second female and two of the four males mated with the third female.

The mating latencies and durations for each of the three possible matings were measured and significance was determined by Univariate ANOVA analysis using genotype and mating trial as fixed variables with Tukey's post-hoc analysis (SPSS). Males that did not mate within the 2 hr window were scored as being unsuccessful. Using linear regression, we assessed the significance (p < 0.05) of genotype and mating bout on mating success.

For 6 days following the assay, the female was transferred to a new vial and the number of eggs laid in each vial was determined. Vials were maintained at 25°C for 18 days to allow for a count of the total number of adult progeny. Significant effects of genotype and trial on mating latency or duration were measured by the Univariate ANOVA and Tukey's post-hoc analysis. We also measured the significance of genotype, mating bout and day of egg laying on the male's fecundity (Univariate ANOVA and Tukey's post-hoc analysis). Fecundity was measured by the total number of eggs laid and by the arcsine transformed ratio of adult offspring to eggs laid.

## Authors' contributions

LLE designed and executed experiments, analyzed the data, and helped write the manuscript. GEC conceived and designed experiments and helped write the manuscript. All authors read and approved the final draft.

## References

[B1] DukasRMooersAOEnvironmental enrichment improves mating success in fruit fliesAnim Behav20036674174910.1006/anbe.2002.2261

[B2] GaileyDAHallJCSiegelRWReduced reproductive success for a conditioning mutant in experimental populations of *Drosophila melanogaster*Genetics1985111795804393403210.1093/genetics/111.4.795PMC1202672

[B3] SiegelRWHallJCConditioned responses in courtship behavior of normal and mutant DrosophilaProc Natl Acad Sci USA1979763430343410.1073/pnas.76.7.343016592682PMC383839

[B4] UedaAKidokoroYAggressive behaviors of female *Drosophila melanogaster *are influenced by their social experience and food resourcesPhysiol Entomol200227212810.1046/j.1365-3032.2002.00262.x

[B5] YurkovicAWangOBasuACKravitzEALearning and memory associated with aggression in *Drosophila melanogaster*Proc Natl Acad Sci USA2006103175191752410.1073/pnas.060821110317088536PMC1634832

[B6] KozorovitskiyYHughesMLeeKGouldEFatherhood affects dendritic spines and vasopressin V1a receptors in the primate prefrontal cortexNat Neurosci200691094109510.1038/nn175316921371

[B7] MoriTHirakaIKurataYKawachiHKishidaONishimuraKGenetic basis of phenotypic plasticity for predator-induced morphological defenses in anuran tadpole, *Rana pirica*, using cDNA subtraction and microarray analysisBiochem Biophys Res Commun20053301138114510.1016/j.bbrc.2005.03.09115823562

[B8] StewartBAMcLeanJRPopulation density regulates Drosophila synaptic morphology in a Fasciclin-II-dependent mannerJ Neurobiol20046139239910.1002/neu.2009615490479

[B9] TechnauGMFiber number in the mushroom bodies of adult *Drosophila melanogaster *depends on age, sex, and experienceJ Neurogenet20072118319610.1080/0167706070169535918161582

[B10] AnseloniVCZHeFNovikovaSIRobbinsMTLidowIAEnnisMLidowMSAlterations in stress-associated behaviors and neurochemical markers in adult rats after neonatal short-lasting local inflammatory insultNeuroscience200513163564510.1016/j.neuroscience.2004.11.03915730869

[B11] BurmeisterSSJarvisEDFernaldRDRapid behavioral and genomic responses to social opportunityPLoS Biol200531996200410.1371/journal.pbio.0030363PMC125574316216088

[B12] CarneyGEA rapid genome-wide response to *Drosophila melanogaster *social interactionsBMC Genomics2007828810.1186/1471-2164-8-28817714588PMC1999498

[B13] LevineJDFunesPDowseHBHallJCResetting the circadian clock by social experience in *Drosophila melanogaster*Science20022982010201210.1126/science.107600812471264

[B14] MehrenJEGriffithLCCalcium-independent calcium/calmodulin-dependent protein kinase II in the adult Drosophila CNS enhances the training of pheromonal cuesJ Neurosci200424105841059310.1523/JNEUROSCI.3560-04.200415564574PMC6730130

[B15] MurataSYoshiaraTLimCRSuginoMKogureMOhnukiTKomurasakiTMatsubaraKPsychophysiological stress-regulated gene expression in miceFEBS Lett20055792137214210.1016/j.febslet.2005.02.06915811331

[B16] ReiserMPoeggelGSchnabelRSchroderHBraunKEffect of social experience on dopamine-stimulated adenylyl cyclase activity and G protein composition in chick forebrainJ Neurochem1999731293129910.1046/j.1471-4159.1999.0731293.x10461924

[B17] ShenCPTsimbergYSalvadoreCMellerEActivation of Erk and JNK MAPK pathways by acute swim stress in rat brain regionsBMC Neurosci200453610.1186/1471-2202-5-3615380027PMC526203

[B18] GreenspanRJUnderstanding the genetic construction of behaviorSci Am1995272727810.1038/scientificamerican0495-727716488

[B19] GreenspanRJFerveurJ-FCourtship in DrosophilaAnnu Rev Genet20003420523210.1146/annurev.genet.34.1.20511092827

[B20] BilleterJ-CGoodwinSFO'DellKMGenes mediating sex-specific behaviors in DrosophilaAdv Genet20024787116full_text1200009810.1016/s0065-2660(02)47003-4

[B21] TompkinsLGenetic analysis of sex appeal in DrosophilaBehav Genet19841441144010.1007/BF010654436441562

[B22] EllisLLCarneyGE*Drosophila melanogaster *males respond differently at the behavioral and genome-wide levels to *Drosophila melanogaster *and *Drosophila simulans *femalesJ Evol Biol2009222183219110.1111/j.1420-9101.2009.01834.x19765174

[B23] SiwickiKKLadewskiLAssociative learning and memory in Drosophila: beyond olfactory conditioningBehav Processes20036422523810.1016/S0376-6357(03)00137-214556954

[B24] EwingAWFunctional-aspects of Drosophila courtshipBiol Rev19835827529210.1111/j.1469-185X.1983.tb00390.x

[B25] MehrenJEEjimaAGriffithLCUnconventional sex: Fresh approaches to courtship learningCurr Opin Neurobiol20041474575010.1016/j.conb.2004.10.01215582378

[B26] ClineTWReflections on a path to sexual commitmentGenetics2005169117911851579524110.1093/genetics/169.3.1179PMC1449525

[B27] ShirangiTRMcKeownMSex in flies: What 'body-mind' dichotomy?Dev Biol2007306101910.1016/j.ydbio.2007.03.02217475234

[B28] DemirEDicksonBJ*fruitless *splicing specifies male courtship behavior in DrosophilaCell200512178579410.1016/j.cell.2005.04.02715935764

[B29] FinleyKDTaylorBJMilsteinMMcKeownM*dissatisfaction*, a gene involved in sex-specific behavior and neural development of *Drosophila melanogaster*Proc Natl Acad Sci USA19979491391810.1073/pnas.94.3.9139023356PMC19613

[B30] KimuraKOteMTazawaTYamamotoDFruitless specifies sexually dimorphic neural circuitry in the Drosophila brainNature200543822923310.1038/nature0422916281036

[B31] ManoliDSFossMVillellaATaylorBJHallJCBakerBSMale-specific *fruitless *specifies the neural substrates of Drosophila courtship behaviorNature20054363954001595946810.1038/nature03859

[B32] StockingerPKvitsianiDRotkopfSTirianLDicksonBJNeural circuitry that governs Drosophila male courtship behaviorCell200512179580710.1016/j.cell.2005.04.02615935765

[B33] ArbeitmanMNFlemingAASiegalMLNullBHBakerBSA genomic analysis of Drosophila somatic sexual differentation and its regulationDevelopment20041312007202110.1242/dev.0107715056610

[B34] BurtisKCCoschiganoKTBakerBSWensinkPCThe Doublesex proteins of *Drosophila melanogaster *bind directly to a sex-specific yolk protein gene enhancerEMBO J19911025772582190791310.1002/j.1460-2075.1991.tb07798.xPMC452955

[B35] CannMJChungELevinLRA new family of adenylyl cyclase genes in the male germline of *Drosophila melanogaster*Dev Genes Evol200021020020610.1007/s00427005030411180822

[B36] DaltonJELeboMSSandersLESunFArbeitmanMNEcdysone receptor acts in *fruitless- *expressing neurons to mediate *Drosophila *courtship behaviorsCurr Biol2009191447145210.1016/j.cub.2009.06.06319646872PMC2763606

[B37] DauwalderBTsujimotoSMossJMattoxWThe Drosophila *takeout *gene is regulated by the somatic sex-determination pathway and affects male courtship behaviorGenes Dev2002162879289210.1101/gad.101030212435630PMC187483

[B38] DrapeauMDRadovicAWittkoppPJLongADA gene necessary for normal male courtship, *yellow*, acts downstream of *fruitless *in the *Drosophila melanogaster *larval brainJ Neurobiol200355537210.1002/neu.1019612605459

[B39] FujiiSAmreinHGenes expressed in the Drosophila head reveal a role for fat cells in sex-specific physiologyEMBO J2002215353536310.1093/emboj/cdf55612374736PMC129088

[B40] FujiiSToyamaAAmreinHA male-specific fatty acid omega-hydroxylase, SXE1, is necessary for efficient male mating in *Drosophila melanogaster*Genetics20081801799010.1534/genetics.108.08917718716335PMC2535673

[B41] GoldmanTDArbeitmanMNGenomic and functional studies of Drosophila sex hierarchy regulated gene expression in adult head and nervous system tissuesPLoS Genet20073e21610.1371/journal.pgen.003021618039034PMC2082469

[B42] KoppADuncanIGodtDCarrollSBGenetic control and evolution of sexually dimorphic characters in DrosophilaNature200040855355910.1038/3504601711117736

[B43] LazarevaAARomanGMattoxWHardinPEDauwalderBA role for the adult fat body in Drosophila male courtship behaviorPLoS Genet20073e1610.1371/journal.pgen.003001617257054PMC1781494

[B44] DukasRExperience improves courtship in male fruit fliesAnim Behav2005691203120910.1016/j.anbehav.2004.08.012

[B45] PolejackATidonRLearning of courtship components in *Drosophila mercatorum *(Paterson & Wheller) (Diptera, Drosophilidae)Rev Bras Entomol200751828610.1590/S0085-56262007000100014

[B46] AnholtRRHDildaCLChangSFanaraJJKulkarniNHGangulyIRollmannSMKamdarKPMackayTFCThe genetic architecture of odor-guided behavior in Drosophila: Epistasis and the transcriptomeNat Genet20033518018410.1038/ng124012958599

[B47] CerianiMFHogeneschJBYanovskyMPandaSStraumeMKaySAGenome-wide expression analysis in Drosophila reveals genes controlling circadian behaviorJ Neurosci200222930593191241765610.1523/JNEUROSCI.22-21-09305.2002PMC6758054

[B48] DubnauJChiangASGradyLBarditchJGossweilerSMcNeilJSmithPBuldocFScottRCertaUBrogerCTullyTThe *staufen/pumilio *pathway is involved in Drosophila long-term memoryCurr Biol20031328629610.1016/S0960-9822(03)00064-212593794

[B49] LawniczakMKBegunDJA genome-wide analysis of courting and mating responses in *Drosophila melanogaster *femalesGenome20044790091010.1139/g04-05015499404

[B50] MackayTFCHeinsohnSLLymanRFMoehringAJMorganTJRollmannSMGenetics and genomics of Drosophila mating behaviorProc Natl Acad Sci USA20051026622662910.1073/pnas.050198610215851659PMC1131870

[B51] TomaDPWhiteKPHirschJGreenspanRJIdentification of genes involved in *Drosophila melanogaster *geotaxis, a complex behavioral traitNat Genet2002313493531204282010.1038/ng893

[B52] DauwalderBSystems behavior: Of male courtship, the nervous system and beyond in DrosophilaCurr Genomics2008951752410.2174/13892020878684798019516958PMC2694563

[B53] ChintapalliVRWangJDowJAUsing FlyAtlas to identify better *Drosophila melanogaster *models of human diseaseNat Genet20073971572010.1038/ng204917534367

[B54] CampbellPMHarcourtRLCroneEJClaudianosCHammockBDRussellRJOakeshottJGIdentification of a juvenile hormone esterase gene by matching its peptide mass fingerprint with a sequence from the Drosophila genome projectInesct Biochem Mol Biol20013151352010.1016/S0965-1748(01)00035-211267890

[B55] MackPDKapelnikovAHeifetzYBenderMMating-responsive genes in reproductive tissues of female *Drosophila melanogaster*Proc Natl Acad Sci USA2006103103581036310.1073/pnas.060404610316798875PMC1502462

[B56] McGrawLAClarkAGWolfnerMFPost-mating gene expression profiles of female *Drosophila melanogaster *in response to time and to four male accessory gland proteinsGenetics20081791395140810.1534/genetics.108.08693418562649PMC2475742

[B57] McGrawLAGibsonGClarkAGWolfnerMFGenes regulated by mating, sperm, or seminal proteins in mated female *Drosophila melanogaster*Curr Biol2004141509151410.1016/j.cub.2004.08.02815324670

[B58] DiBenedettoAJHaradaHAWolfnerMFStructure, cell-specific expression, and mating-induced regulation of a *Drosophila melanogaster *male accessory gland geneDev Biol199013913414810.1016/0012-1606(90)90284-P2109712

[B59] SchlegelAStainierDYRLessons from "lower" organisms: What worms, flies, and zebrafish can teach us about human energy metabolismPLoS Genet200732037204810.1371/journal.pgen.0030199PMC209879418081423

[B60] BenesHEdmondsonRGFinkPKeizlarova-LepesantJLepesantJAMilesJPSpiveyDWAdult expression of the Drosophila *Lsp-2 *geneDev Biol199014213814610.1016/0012-1606(90)90157-E2227091

[B61] AnandACroneEJZeraAJTissue and stage-specific juvenile hormone (JHE) and epoxide hydrolase (JHEH) enzyme activities and *Jhe *transcript abundance in lines of the cricket *Gryllus assimilis *artificially selected for plasma JHE activity: Implications for JHE microevolutionJ Insect Physiol2008541323133110.1016/j.jinsphys.2008.06.00618634793

[B62] KamimuraMTakahashiMKikuchiKRezaAMSKiuchiMTissue-specific regulation of *Juvenile hormone esterase *gene expression by 20-hydroxyecdysone and Juvenile hormone in *Bombyx mori*Arch Insect Biochem20076514315110.1002/arch.2018617570489

[B63] KlagesGEmmerichHJuvenile hormone metabolism and juvenile hormone esterase titer in hemolymph and peripheral tissues of *Drosophila hydei*J Comp Physiol1979132319325

[B64] ShanmugaveluSBaytanARChesnutJDBonningBCA novel protein that binds juvenile hormone esterase in fat body tissue and pericardial cells of the tobacco hornworm *Manduca sexta*J Biol Chem20002751802180610.1074/jbc.275.3.180210636878

[B65] CampbellPMHealyMJOakeshottJGCharacterization of *juvenile hormone esterase *in *Drosophila melanogaster*Insect Biochem Mol Biol19922266567710.1016/0965-1748(92)90045-G9718682

[B66] CampbellPMOakeshottJGHealyMJPurification and kinetic characterization of *juvenile hormone esterase *from *Drosophila melanogaster*Insect Biochem Mol Biol19982850151510.1016/S0965-1748(98)00037-X9718682

[B67] KethidiDRXiZYPalliSRDevelopmental and hormonal regulation of *juvenile hormone esterase *gene in *Drosophila melanogaster*J Insect Physiol20055139340010.1016/j.jinsphys.2004.12.00715890182

[B68] FlattTTuMPTatarMHormonal pleiotropy and the juvenile hormone regulation of Drosophila development and life historyBioessays200527999101010.1002/bies.2029016163709

[B69] WolfnerMFPartridgeLLewinSKalbJMChapmanTHerndonLAMating and hormonal triggers regulate accessory gland gene expression in male DrosophilaJ Insect Physiol1997431117112310.1016/S0022-1910(97)00062-012770484

[B70] WolfnerMFTokens of love: Functions and regulation of Drosophila male accessory gland productsInsect Biochem Mol Biol19972717919210.1016/S0965-1748(96)00084-79090115

[B71] ChenPSThe accessory gland proteins in male Drosophila: Structural, reproductive, and evolutionary aspectsExperientia19965250351010.1007/BF019697188698082

[B72] KubliEThe sex-peptideBioessays19921477978410.1002/bies.9501411111365892

[B73] WolfnerMFHaradaHABertramMJStelickTJKrausKWKalbJMLungYONeubaumDMParkMTramUNew genes for male accessory gland proteins in *Drosophila melanogaster*Insect Biochem Mol Biol19972782583410.1016/S0965-1748(97)00056-89474779

[B74] MoshitzkyPFleischmannIChaimovNSaudanPKlauserSKubliEApplebaumSWSex-peptide activates juvenile hormone biosynthesis in the *Drosophila melanogaster *corpus allatumArch Insect Biochem Physiol19963236337410.1002/(SICI)1520-6327(1996)32:3/4<363::AID-ARCH9>3.0.CO;2-T8756302

[B75] SollerMBownesMKubliEControl of oocyte maturation in sexually mature Drosophila femalesDev Biol199920833735110.1006/dbio.1999.921010191049

[B76] WilsonTGDeMoorSLeiJJuvenile hormone involvement in *Drosophila melanogaster *male reproduction as suggested by the methoprene-tolerant(27) mutant phenotypeInsect Biochem Mol Biol2003331167117510.1016/j.ibmb.2003.06.00714599489

[B77] MinKTBenzerSPreventing neurodegeneration in the Drosophila mutant *bubblegum*Science1999248195810.1126/science.284.5422.198510373116

[B78] NelsonBNishimuraSKanukaHKuranagaEInoueMHoriGNakaharaHMiuraMIsolation of gene sets affected specifically by polyglutamine expression: Implication of the TOR signaling pathway in neurodegenerationCell Death Diffn2005121115112310.1038/sj.cdd.440163515861189

[B79] ZoghbiHYOrrHTGlutamine repeats and neurodegenerationAnn Rev Neurosci20002321724710.1146/annurev.neuro.23.1.21710845064

[B80] MuckenthalerMGunkelNFrishmanDCyrklaffATomancakPHentzeMWIron-regulatory protein-1 (IRP-1) is highly conserved in two invertebrate species-characterization of IRP-1 homologues in *Drosophila melanogaster *and *Caenorhabditis elegans*Europ J Biochem199825423023710.1046/j.1432-1327.1998.2540230.x9660175

[B81] LieblFLWWernerKMShengQKarrJEMcCabeBDFeatherstoneDEGenome-wide P-element screen for Drosophila synaptogenesis mutantsJ Neurobiol20066633234710.1002/neu.2022916408305PMC1626350

[B82] Telonis-ScottMKoppAWayneMLNuzhdinSVMcIntyreLMSex-specific splicing in Drosophila: Widespread occurrence, tissue specificity and evolutionary conservationGenetics200918142143410.1534/genetics.108.09674319015538PMC2644937

[B83] LiCWongWHModel-based analysis of oligonucleotide arrays: Expression index computation and outlier detectionProc Natl Acad Sci USA200198313610.1073/pnas.01140409811134512PMC14539

[B84] R Development Core TeamR: A language and environment for statistical computing2008R Foundation for Statistical Computing, Vienna

[B85] BaldiPLongADA bayesian framework for the analysis of microarray expression data: Regularized *t*-test and statistical inferences of gene changesBioinformatics20011750951910.1093/bioinformatics/17.6.50911395427

[B86] StoreyJDTibshirianiRStatistical significance for genomewide studiesProc Natl Acad Sci USA20031009440944510.1073/pnas.153050910012883005PMC170937

How the deposited data were processed for this re-analysis (not part of the article)

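Expression was measured in heads of isogenized Canton-S males, 5 days old, on 15 Drosophila Genome 2.0 arrays from Affymetrix. The pools of 30 heads came from 3 groups of 5: males collected 2 hrs after mating, control males kept without a female, and courted males, which had been placed with a cauterized virgin female. The paper reports on the comparison of mated with control males, and the courted arrays are described in the closing section. The deposited values are linear intensities per probe set, made by the authors with dChip from perfect match probes, dChip from perfect match minus mismatch differences, MAS5.0, GC-RMA in R/Bioconductor and GC-RMA in GeneSpring. The version of GCOS was 1.2, and the versions of the other programs are not given in the sources used here. The table holds 75 columns, 5 versions of each of the 15 arrays, and the 5 versions of an array were counted as 1 replicate.

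The table has 18952 probe sets, of which 183 control probe sets were left out. Of the others, 13647 were assigned to 1 gene by the array's annotation, 402 to several and 4720 to none, and only the first kind was given a gene name. Coordinates were not used, since the array was designed on another annotation than the reference at hand. The GeneSpring GC-RMA values are empty at place 3092 of the table and stand 1 place lower from there on. Before they were moved up, the mean log2 levels of that data set had a correlation across probe sets of 0.0124 with those of R/Bioconductor GC-RMA and 0.0146 with those of MAS5.0, and afterwards of 0.988 and 0.979. Above the empty place, the correlation with R/Bioconductor GC-RMA across arrays was 0.819 without any move.

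Intensities under 1 were set to 1 and put on the log2 scale, with no normalization beyond that of the authors. A probe set entered a data set when its mean over the compared arrays was above 50 (dChip) or 100 (the others), the thresholds of the paper. Over the 15 arrays, between 80.1% and 85.1% of probe sets were above the threshold in dChip PM, 53.0% to 56.1% in dChip PM-MM, 44.4% to 46.1% in MAS5.0, 40.1% to 40.9% in R/Bioconductor GC-RMA and 42.4% to 43.4% in GeneSpring GC-RMA. The combined data set is the mean of the log2 values over the data sets in which a probe set passed, for probe sets that passed in at least 3. It held 8540 probe sets for mated against control, 8521 for courted against control and 8512 for mated against courted. A gene with several probe sets is given by the brightest of them.

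Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the replicate number as a block and the Benjamini-Hochberg adjustment over all probe sets tested, and every adjusted p of a gene is from limma. The methods describe control and mated samples collected together as pairs, and the fit follows them. The courted arrays carry the same numbers and pool letters, but nothing in the paper says that these pair them, so fits without the block were run as well. The rule of the paper (p under 0.001 in at least 3 of 5 data sets and a false discovery rate under 0.05) was applied to limma in each data set. Both had to hold in the same data set, which the methods do not specify. The Benjamini-Hochberg adjustment took the place of the q-value that the methods cite, which was an alternative. A regularized paired test in the manner of Cyber-T was an alternative, with a window of 101 probe sets and a confidence of 10, since the paper's text does not name these settings. Data were simulated from the arrays' own spread, with 200 changed probe sets and noise independent between probe sets. In these, limma called 166 for mated against control, 11 of them falsely. It called 125 for courted against control (8 falsely) and 134 for mated against courted (7 falsely).

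Gene lists were tested with camera at a preset correlation of 0.01, two-sided, with 1 probe set per gene and the adjustment over lists. There were 32 lists, the genes of Tables 1 and 2 and lists for pathways, tissues and cell types that a fly head could hold, and 30 had at least 3 members measured. Correlations with the qPCR fold changes, which are the paper's, were tested with 100000 permutations. Correlations, figures and checks were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For each comparison of groups, the same count was made in 100 splits of the arrays into groups of the same size, the real split included. Pairs kept whole drop out of the blocked contrast, so some splits give the same fit as others and are counted repeatedly.

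The tests, the gene lists, most of the alternatives and the rule for naming genes were set before the data were examined. By that rule, the genes of Tables 1 to 3 and those that the paper names in its text may be named, as may the genes of a comparison past the threshold with the largest fold changes, or, where fewer than 5 pass, the 10 with the lowest p, and up to 4 members of each list with the lowest p. The values in the paper's tables had been seen by then. The alternatives were the pairing, all 15 arrays in 1 fit, the threshold, the normalization, the test, the false discovery rate, the number of data sets, each data set alone and each replicate left out in turn. The place of the GeneSpring values, their omission, the Cyber-T style test with a q-value or without a false discovery rate, and lists without the study's genes were added after the data had been seen. Primary array images, tissue expression from other sources, in situ hybridization and behavior were not analysed here.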

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

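Of the tests in this part, the exchange of the numbers of courted arrays 2 and 4 and the mated and control values of pairs not used to choose genes were chosen only after the result was seen, and for the latter the demand that no other exchange within pairs meets the bound was added after its values were seen; without it the bound is met for higher as well as lower values.

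In mated against control male heads, 40 probe sets had p under 0.001 in limma, and 19 genes met the paper's rule with no false discovery rate. When mated and control were exchanged within pairs, 1 of 16 arrangements, the real one, gave as many probe sets (40, highest other 16) and 1 as many genes by the Cyber-T style rule (25, highest other 1), but 16 are too few for a share under 0.05. Among 100 splits of the same 10 arrays, the real split included, 2 gave as many probe sets and 2 as many genes (highest other counts 106 and 41), but 86 of the other 99 keep some pairs whole, and the split with 106 keeps pairs 2 and 5 whole and parts the other 3 with mated against control, so that its count carries the mating contrast itself. The 20 genes lowest in mated male heads by p in 3 pairs had a mean of the medians of -0.218 in the other 2 pairs. The medians lay below 0 in 10 of 10 splits (SD over splits 0.0799), and the mean was -0.0920 or higher in the other 15 arrangements. This argues against chance as the whole cause for lower values but does not exclude it. The splits share pairs, and being the lowest of 16 arrangements gives no share under 0.05. For the 20 highest the mean was 0.221 (SD 0.142, above 0 in 9 of 10, with -0.116 in pairs 2 and 5), the highest of the 16 arrangements (others 0.140 or lower), but it does not decide between chance and a response to mating, since the arrangements with pair 5 or pairs 2 and 5 exchanged also lay above 0 by more than their SD in at least 9 of 10 splits, as either would allow, and a difference in handling that all 5 pairs share was not tested.

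The genes of Table 2 also had lower values in courted than in control male heads, in data that the paper does not report. Their median log2 fold change was -0.15, 17 of 18 were lower, and camera gave an adjusted p of 5.68e-07 (0.662 with an estimated correlation). Over the arrays of equal number, their mean difference was -0.23 with an SD of 0.22. It ran from -0.56 to 0.04 and lay above 0 in 1 of 5 pairs. A single algorithm is argued against by the highest of the medians in the 5 data sets, -0.135, and a single pair by the highest median without 1 pair, -0.118 (without replicate 4). Open is whether the control arrays, shared by the choice of the genes and by this comparison, account for it: among 20 genes chosen in 3 pairs, the mean of the medians in the other 2 pairs was -0.119 (SD over splits 0.105), below 0 in 8 of 10 splits (-0.218 and 10 of 10 for mated against control), short of the 9 that had been asked for. A response to courtship that mating shares is the biological explanation that also stays open, and both cannot be told apart with 5 control arrays.

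Courted arrays 2 and 4 did not vary with the control and mated arrays of their number (r across probe sets -0.21 and -0.43 for courted 2, and -0.31 and -0.46 for courted 4). If their numbers had been exchanged, the 4 correlations would be 0.13, 0.32, 0.52 and 0.45. The lowest, 0.134 for courted 2 with control 4, is positive but lies under the 0.29 of courted 2 with control 3. Likewise, the 0.32 of courted 2 with mated 4 lies under its 0.40 with mated 3. For courted 4, control 2 and mated 2 were the highest in their groups. An exchange of numbers is thus neither shown nor excluded. That the numbers of the courted arrays never paired them is also open, since own numbers gave the highest correlation for 0 of the 5 courted arrays, although the sample labels give the pools of a number the same letter in all 3 groups, and courted 1, 3 and 5 had positive correlations with both arrays of their number (0.02 to 0.34). No biological explanation was tested.

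Gene lists past the threshold in data that the paper does not discuss are given here as median log2 fold changes. For mated against control, they were -0.0268 for purine synthesis, 0.0785 for haemocyte genes, -0.166 for antimicrobial and immune-induced peptides and 0.0542 for glial genes, and none of the 4 passed with an estimated correlation between genes (adjusted p = 0.329, 0.740, 0.740 and 0.698). For mated against courted, they were 0.365 for the genes of Table 1, -0.237 for those of Table 2, -0.0448 for glutathione S-transferase genes and 0.185 for sex-biased or hierarchy-regulated genes of the head, of which only those of Table 1 passed with an estimated correlation (adjusted p = 0.00420, against 0.0644, 0.261 and 0.261). Lists other than those of Tables 1 and 2 numbered 4 for mated against control, a count reached by 53 of 100 splits (highest other 8), and 2 for mated against courted, reached by 79 (highest other 7), so chance cannot be excluded for either count. With the pair as a block, some of these splits give the same fit as others, so the shares are not of distinct arrangements.

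A single array lay far from the other 4 of its group for several genes, where the gap to the nearest array, as a share of the range, was above 0.71. Such gaps were seen in 12 of 193 groups (6.22%), against 9.65 expected by chance. Among arrays of the mated and control groups, they were 0.738 for *Prx2540-2* in mated replicate 4 (lowest), 0.826 for *fit* in control replicate 5 (lowest), 0.828 for *CG33462* in control replicate 3 (lowest), 0.774 for *PGRP-SC2* in control replicate 3 (lowest), 0.751 for *Adsl* in control replicate 1 (highest), 0.894 for *Gat* in mated replicate 3 (highest), 0.735 for *Hr38* in mated replicate 3 (lowest) and 0.776 for *Traf-like* in control replicate 1 (highest). Among courted arrays, they were 0.784 for *CG11741* in replicate 5 (lowest), 0.753 for *Cbp80* in replicate 1 (lowest), 0.759 for *smp-30* in replicate 3 (highest) and 0.864 for *CG16898* in replicate 3 (highest).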

How the results depend on the processing

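Chosen after the data were seen were the GeneSpring values left in their place or left out, the Cyber-T style test with a q-value or without a false discovery rate, and the lists without the study's lists or genes. By the paper's rule, limma called 0 genes, and 17 of 23 alternatives also called 0, each replicate left out in turn included (0 to 0). The others called 1 (all 15 arrays in 1 fit), 6 (limma-trend), 25 (Cyber-T style test), 19 (p under 0.001 with no false discovery rate), 48 (the last 2 together) and 26 (Cyber-T style test with a Storey q-value). In the combined data set, 0 genes at the chosen settings became, for mated against control, 4 with no replicate block (*Jhe*, *CG18262*, *CG12116*, *smp-30*), 10 with all 15 arrays in 1 fit, 10 with every array above the threshold, 34 with the Cyber-T style test and 19 with limma-trend. Leaving out replicates gave 0 to 2 genes, with 2 (*CG16772*, *Dr*) without replicate 4 and 1 (*Jhe*) without replicate 5. For courted against control the Cyber-T style test called 1 (*CG11741*) and leaving out replicates 0 to 0. For mated against courted, 2 genes were called with no replicate block (*smp-30*, *CG8449*), 5 with all 15 arrays, 4 with the Cyber-T style test and 0 to 1 without a replicate (*CG16772*, without replicate 4).

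Lists past the threshold numbered 6 for mated against control, 3 without the study lists, 4 without the study's genes in the other lists, 2 with an estimated correlation and 3 to 9 without a replicate (3 without replicate 5, 9 without replicate 4). For courted against control there was 1, which became 0 without the study lists, 0 with an estimated correlation and 1 to 2 without a replicate (2 without replicate 2, 3 or 4). For mated against courted there were 4, which became 2 without the study lists, 1 with an estimated correlation and 3 to 8 without a replicate (7 without replicate 3, 8 without replicate 4). The correlation of the mated and courted responses, 0.55, moved to 0.13 when the pairs were split so that no array was shared, which also left 2 or 3 pairs for each response, and the part of each was not tested. The correlation with qPCR was 0.75 to 0.84 in the 6 alternatives, all over the 10 genes that the paper lists for their shared direction, which favours its sign in each.

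Of 1660 log2 fold changes of named genes for mated against control, 1586 kept their direction and side of the threshold, 71 passed it under an alternative and 3 turned: *CG18262* to -0.24 with the GeneSpring values left in their place, *Zasp52* to 0.00293 with MAS5.0 alone, and the Sxl mated versus control log2 fold change to -0.0142 without replicate 3 (-0.0142 to 0.0843 over the replicates). *Cbp80*, courted against control, turned to -0.0121 with dChip PM alone, -0.0346 with dChip PM-MM alone and -0.0272 without replicate 4 (-0.0272 to 0.0478 over the replicates). Apart from the left-out study lists and the values left out of place, the cause was not tested. Signal over background limits the genes tested: on the middle array, 40.5% of probe sets exceeded the threshold in R/Bioconductor GC-RMA and 81.8% in dChip PM, and genes of low signal were not tested.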

Differences from the paper's values

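The Cyber-T style test with a q-value and that without a false discovery rate were the tests in this part chosen only after the result was seen. The paper's stated thresholds were applied with the Benjamini-Hochberg adjustment in place of the q-value that the methods cite. Both thresholds had to hold in the same data set, which the methods do not specify. Limma called 0 genes, against the paper's 47, and 0 with higher and 0 with lower values in mated male heads, against the paper's 25 and 22. None of the alternatives set before the data were examined came within the paper's counts. The nearest was the Cyber-T style test with 25 genes, 13 higher and 12 lower, of which 20 are genes of Tables 1 and 2 in the same direction, 3 are genes outside them with lower values (*CG11741*, *Listericin* and *Scp1*, named after their values were seen) and 2 are probe sets with no single gene named here, which may or may not belong to a gene of the tables. The others called 19 (p under 0.001 with no false discovery rate), 6 (limma-trend), 1 (all 15 arrays in 1 fit) or 0, the q-value with limma included. The Cyber-T style test with a q-value, chosen after seeing the values, called 26 genes, 14 higher and 12 lower, and drops 21 of the 42 genes of the paper that were named here. The Cyber-T style test with no false discovery rate, chosen after seeing the values, called 48 genes, 23 higher and 25 lower, but it drops 8 of the 42 genes of the paper that were named here and calls 11 genes outside the tables and 3 probe sets with no single gene. In the combined data set, genes of the tables passed an adjusted p of 0.05 with the Cyber-T style test, limma-trend, all 15 arrays in 1 fit, every array above the threshold, no replicate block, without replicate 4 and without replicate 5, and 28 of the genes named for mated against control passed in at least 1 of these.

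Of 41 average fold changes, 38 lay within the spread of the pairs (the gene's own SD over pairs, log2 scale) from the paper's. The correlation across genes was 0.979 and the median absolute log2 difference 0.02. Both sets of values come from the same arrays and pool signed values of higher and lower genes, which favours a high correlation. A wide spread passes easily: *CG33462*, with an SD of 2.94, counted as within it at -5.54 against the paper's -4.08. For *CG5618* the paper's value is 1.14 and the value here 1.41, and in 0 of the alternatives did they come within the spread (1.36 to 1.47). For *CG13607* the paper's value is 1.23 and the value here 1.14, which came within the spread with GeneSpring GC-RMA alone, MAS5.0 alone, R/Bioconductor GC-RMA alone, without replicate 2 and without replicate 5, and in no other. For *Zasp52* the paper's value is 1.38 and the value here -1.04, and in 0 of the alternatives did they come within the spread (-1.09 to 1.00). Every alternative read *Zasp52* from the same probe set, the only 1 assigned to it alone. Whether the paper's value came from another probe set was not tested.

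For the 10 genes of Table 3, which leaves out the 3 tested by qPCR whose direction was not verified, the paper's correlation of array and qPCR fold changes is r = 0.51 with p = 0.021, and the value here is 0.80, or 0.64 on the scale of r squared. On that scale the values lie within 1.5 times of each other in every setting run, while on the scale of r, of the alternatives set before the data were examined, dChip PM-MM alone (0.75) came within 1.5 times, and signed linear fold changes (0.84), dChip PM alone (0.81), MAS5.0 alone (0.80), R/Bioconductor GC-RMA alone (0.82) and GeneSpring GC-RMA alone (0.81) did not. The t approximation over 10 genes gives 0.132 for an r of 0.51 and 0.0203 for an r squared of 0.51. The fold changes printed in the paper's Table 3 have an r of 0.85, or of 0.41 without their signs.

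The paper lists *Zasp52* among the up-regulated genes, while its log2 fold change here was -0.06 (SE 0.06) in the only probe set assigned to it alone. The paper also lists *CG30095* as up regulated, whereas here it passed the intensity threshold in 0 data sets and had a log2 fold change of 0.05 (SE 0.09) when no threshold was applied. The other 22 up-regulated and 18 down-regulated genes that were tested had the paper's direction.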

Other observations

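Of the tests in this part, only that of lists without the study's genes was chosen after the result was seen. The paper does not report expression in courted males. The 23 genes of Table 1 had a mean log2 difference of 0.42 (SD over pairs 0.05) between mated and control male heads, 0.04 (SD 0.05) between courted and control, and 0.38 (SD 0.04) between mated and courted. *smp-30* had a log2 fold change of -0.61 (SE 0.06, adjusted p = 0.334 from limma) in mated against courted male heads, *Jhe* 0.54 (SE 0.06), *bgm* 0.50 (SE 0.06), *CG13360* 0.35 (SE 0.04) and *fit* 0.34 (SE 0.04), each in the same direction in 5 of 5 arrays of equal number. *CG8449* had 0.43 (SE 0.06, adjusted p = 0.345), *CG31075* -0.31 (SE 0.05, adjusted p = 0.448), *CG16772* 0.62 (SE 0.14, 4 of 5), *Prx2540-2* 0.35 (SE 0.07) and *CG16898* -0.34 (SE 0.09). Outside the tables, *CG30002* had 0.30 (SE 0.04, adjusted p = 0.364), *shf*, a secreted regulator of Hedgehog, 0.33 (SE 0.05, adjusted p = 0.626) and *GstE7*, a glutathione S-transferase, -0.31 (SE 0.05, adjusted p = 0.626). Limma called 0 genes at an adjusted p of 0.05, with 309 at an unadjusted p under 0.05 (142 higher and 167 lower in mated). By probe set these numbered 312, below the 425.6 expected if none had changed. The Cyber-T style test called 4, limma-trend 0 and the plain paired test 0. These fits take the courted numbers as pairs, which is in doubt, and limma called 2 genes without the block (*smp-30* and *CG8449*) and 5 with all 15 arrays in 1 fit. Courted array 4 stood apart from the other 14: it lay farthest out on the first principal component (-26.4, next -15.5 for courted 3), and the 7 lowest correlations between arrays, 0.966 to 0.976, were its own. Without replicate 4, limma called 1 gene for mated against courted (*CG16772*) and 0 for courted against control, and 8 and 2 lists passed, against 4 and 1 with all replicates.

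Glutathione S-transferase genes, which detoxify, were lower in mated than in courted male heads as a list: 21 of 27 had lower values (median -0.04, adjusted p = 0.0119 by camera). With an estimated correlation the adjusted p was 0.261, and 1 gene passed when adjusted over the list alone. Besides *GstE7*, examples were *GstE3* at -0.15 (SE 0.05), *GstE6* at -0.12 (SE 0.04) and *GstO2* at -0.06 (SE 0.04). None of the 27 is in Tables 1 and 2. Sex-biased or hierarchy-regulated genes of the head were higher as a list (8 genes, median 0.19, adjusted p = 0.0119; adjusted p = 0.261 with an estimated correlation), with 4 higher and 1 lower when adjusted over the list alone, but 4 of the 8 are in Tables 1 and 2, and without them the adjusted p was 0.730. Neither list passed without replicate 2. The genes of Table 1 had a median of 0.36 (adjusted p = 2.52e-36, or 0.00420 with an estimated correlation) and those of Table 2 of -0.24 (adjusted p = 3.97e-16, or 0.0644 with an estimated correlation), and 20 and 10 passed when adjusted over the list alone. These lists were chosen on the same mated arrays, so the counts are no independent evidence.

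In courted against control male heads, limma called 0 genes, and 340 had an unadjusted p under 0.05 (222 higher and 118 lower in courted). By probe set these numbered 342, below the 426 expected if none had changed. The Cyber-T style test called 1, *CG11741*, limma-trend 0 and the plain paired test 0. The lowest adjusted p, 0.781, belonged to *CG11741* at -1.08 (SE 0.15), *Traf-like*, a TRAF-domain gene, at 0.53 (SE 0.07) and *l(3)72Dp* at 0.34 (SE 0.05). The next genes, with an adjusted p of 0.970, were *CG15282* at 0.63 (SE 0.11), *zfh2*, a transcription factor, at 0.30 (SE 0.06), *Mov10* at 0.29 (SE 0.06), *CG13367* at -0.20 (SE 0.04) and *cac*, a calcium channel subunit, at -0.83 (SE 0.18). *Cbp80* had 0.02 (SE 0.06) and *Bmcp*, a mitochondrial carrier, 0.22 (SE 0.06) in the brightest probe set, and both stand among the 10 genes with the lowest p by another, at 0.25 and 0.29. The genes of Table 1 were not ranked apart from other genes (adjusted p = 0.616).

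A count of 0 is reached by all 100 of 100 splits whatever the values, so splits say nothing on chance for the 0 genes of mated against control (highest other 18), of the paper's rule (highest other 1), of courted against control (highest other 271) and of mated against courted (highest other 188), nor for the 0 lists other than those of Tables 1 and 2 in courted against control (highest other 8). Chance cannot be excluded for the 6 probe sets with p under 0.001 in courted against control (15 of 100 splits, highest other 195) and for the 13 of mated against courted (12 of 100, highest other 174). Some splits give the same fit, such as those with 165 probe sets for mated against courted, so these shares are not of distinct arrangements. The splits with counts of 271 and 188 genes part 3 pairs, 1 in the order of the groups and 2 in the opposite order. The other pairs are kept whole and drop out of the contrast, since the pair is a block. Both counts point to a structure of the samples in the parted pairs. In the first, control 2 and courted 3 and 4 stood on one side, and in the second courted 2 and mated 3 and 4.

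The log2 fold changes of mated and of courted against control had a correlation of 0.55 over 8519 probe sets. In data simulated with unchanged groups, the same controls and independent noise, the mean was 0.50. With resampled arrays the mean was 0.47, and the runs lay between -0.43 and 0.92 when those at both extremes were left out. The covariance was 0.0071, against means of 0.00714 with independent noise and 0.00745 with resampled arrays. When the pairs were split so that the comparisons shared no array, the mean correlation was 0.13 (-0.26 to 0.53), positive in 15 of 20 splits. These splits also leave fewer pairs, so a response common to courtship and mating was neither shown nor excluded.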
